# Enhancing biological signals and detection rates in single-cell RNA-seq experiments with cDNA library equalization

**DOI:** 10.1093/nar/gkab1071

**Published:** 2021-11-24

**Authors:** Rhonda Bacher, Li-Fang Chu, Cara Argus, Jennifer M Bolin, Parker Knight, James A Thomson, Ron Stewart, Christina Kendziorski

## Abstract

Considerable effort has been devoted to refining experimental protocols to reduce levels of technical variability and artifacts in single-cell RNA-sequencing data (scRNA-seq). We here present evidence that equalizing the concentration of cDNA libraries prior to pooling, a step not consistently performed in single-cell experiments, improves gene detection rates, enhances biological signals, and reduces technical artifacts in scRNA-seq data. To evaluate the effect of equalization on various protocols, we developed Scaffold, a simulation framework that models each step of an scRNA-seq experiment. Numerical experiments demonstrate that equalization reduces variation in sequencing depth and gene-specific expression variability. We then performed a set of experiments in vitro with and without the equalization step and found that equalization increases the number of genes that are detected in every cell by 17–31%, improves discovery of biologically relevant genes, and reduces nuisance signals associated with cell cycle. Further support is provided in an analysis of publicly available data.

## INTRODUCTION

Single-cell RNA-sequencing (scRNA-seq) protocols have evolved rapidly over the last 10 years, with increased throughput and sensitivity allowing for unprecedented insights into cell type heterogeneity across tissues (1). In spite of the advances, substantial technical variability and biases remain, which present challenges in data analysis and can obscure biological signals (2–5). From mRNA capture, reverse transcription, and PCR amplification, to additional single-cell library preparation and multiplex sequencing, there are numerous opportunities for technical noise to arise in scRNA-seq experiments. Inefficiencies or biases at any of the steps in the protocol may lead to increased technical artifacts and noise affecting expression variability and increase the proportion of dropout (6,7).

Numerous computational approaches including data smoothing and imputation have been developed to address excess variability and zeros in scRNA-seq data (8,9). However, they do so with the risk of introducing or perpetuating bias (8,10), thus making it preferable to optimize experimental protocols when feasible. A few studies have evaluated the downstream effects of various amplification techniques (11) or reverse transcriptases (12) on scRNA-seq data. However, to our knowledge no study has assessed the effect of equalizing cDNA concentrations in single-cell protocols. In bulk RNA-seq experiments, equalization of cDNA concentrations across libraries is a standard procedure that has been shown to reduce sequencing coverage variability and increase transcriptome diversity (13–15) by providing more even sequencing coverage of all samples. Equalization also leads to decreased sequencing of highly abundant transcripts and increases the efficiency at which low and moderately expressed genes are sequenced in bulk experiments (14).

For single-cell RNA-seq we hypothesized that equalization may improve sensitivity by increasing gene detection and thus began our investigation into the technical artifacts in scRNA-seq data by developing a simulation framework that generates counts by modeling each step of the experimental protocol. Simulation frameworks offer a significant advantage to studying sources of variability compared to experimental approaches as they allow an investigator to quickly assess a large number of scenarios at considerably low cost. While a number of good methods are available for simulating scRNA-seq data (16–18), most do not model each step in the experimental protocol, and therefore are not useful for assessing how each step of the process affects the final counts. Two frameworks have attempted to study the data generation process but are limited in scope, either relying on spike-ins (19) or combining all sources of variation into a single parameter (20). Scaffold models the scRNA-seq data generating process by representing each step of the protocol mathematically, from the initial cell-to-cell heterogeneity to the final sequencing (Methods). Here we mainly focus on the SMART-SEQ (21) protocol as it uses oligo-dT priming and template switching as the backbone chemistry to generate cDNA from single cells which is used in multiple major scRNA-seq platforms, including Fluidigm C1 and 10X Chromium. The simulation framework is implemented in the R package, R/Scaffold and freely available at https://github.com/rhondabacher/scaffold/.

Based on our simulation results, which suggest that equalization is a critical step in the scRNA-seq protocol, we designed a set of scRNA-seq experiments in which we varied the extent at which cDNA libraries were equalized. The experiments demonstrate that equalization results in more consistent detection of genes, reduced expression variability, and reduced variability in the count-depth rate (3), the relationship between a gene's observed expression and sequencing depth. Finally, we confirm the effect of equalization in a survey of publicly available scRNA-seq datasets.

## MATERIALS AND METHODS

### EC and TB cell experiments

We focused on a subset of 96 single cells, from hESC-derived endothelial cells (EC) or trophoblast-like cells (TB) generated using the Fluidigm C1 system. The original data is considered to be unequalized (unEQ), where the single-cell cDNA libraries were first diluted to a range of 0.125–0.375 ng for subsequent library preparation protocols. The unEQ data was published in a previous study (GEO: GSE75748) (22). In the subsequent EQ experiments performed here, including EQ, EQ-Vary and EQ-75%, we retrieved the harvested cDNA, which are amplified full-length single-cell cDNAs identical to those used for the unEQ experiments (Supplementary Figure S1), but further diluted and adjusted so only 0.1 ng of cDNA were used as input across all the cells for subsequent library preparation protocols. In all the experiments, 1.25 μl of indicated input cDNA were used in a 5.0 μl Tagmentation reaction (Nextera XT DNA Sample Preparation Kit, Illumina) followed with a 12.5 μl dual-indexing PCR amplification reaction (Nextera XT DNA Sample Preparation Index Kit, Illumina). In the unEQ, EQ and EQ-75% experiments, 2.0 μl of the amplified/tagmented cDNA were used for pooling. In the EQ-Vary experiment, a single scaling factor was applied to generate variable amounts of the pooling volume. These pooled single-cell libraries were used in an AMpure XP Bead-based Dual Bead Cleanup and Size Selection reaction (Agencourt AMPure XP PCR Purification modified Instructions for Use, Beckman Coulter). In both bead cleanup reactions, 90% of AMPure XP beads were added to the amplified single-cell libraries to select for an approximate size range of 150–700 bp and incubated for 15 min at room temperature. Libraries bound to beads were then placed on a magnet for 5 min, washed twice with 70% ethanol, eluted with Suspension Buffer (Nextera XT DNA Sample Preparation Index Kit, Illumina), and transferred to a new tube. Final amplified and pooled single-cell libraries were quantified with the Qubit dsDNA HS Assay Kit (Q32854, Thermofisher) and Bioanalyzer High Sensitivity DNA Analysis Kit (5067-4626, Agilent). The unEQ libraries were multiplexed with 18–20 samples per lane and sequenced on an Illumina HiSeq2500 with single-end 51 bp reads while the EQ, EQ-75% and EQ-Vary were all pooled with 96 samples per lane and sequenced on an Illumina HiSeq3000 with paired-end 65 or 78 bp reads.

### Processing and quality control on cells across equalization experiments

Reads were mapped against the GRCh38 Ensembl reference of protein-coding genes via Bowtie 1.2.3 (22), allowing up to two mismatches. The expected counts were estimated via RSEM 1.2.31 (23). To control for any differences due to differing read lengths all reads were first trimmed to have a length of 51 bp. In the initial unEQ experiment, cells that had fewer than 5000 genes with TPM > 1 or that upon inspection of cell images displayed doublets or appeared dead were removed in quality control.

Using the scater v1.18.6 R package (24) we removed cells from any experiments in which the log10 sequencing depth was <5.4 or the percent of counts in the top 50 genes was >31%, the thresholds corresponding to being two standard deviations away from the median (Supplementary Figure S2). The expected counts in all experiments were rounded to the nearest whole number for all subsequent analyses.

### Comparison of cell-specific and gene-specific detection rates

The cell-specific detection rate was calculated as the proportion of genes with nonzero expression within each cell. Similarly, the gene-specific detection rate was calculated as the proportion of cells with nonzero expression for each gene. When comparing differences in gene-specific detection rates between the experimental datasets, we accounted for differences in the sequencing depth since more sequencing typically results in more genes detected. For each comparison we subset the cells such that the average difference in sequencing depths was zero.

### Analysis of highly variable genes

For the analysis of highly variable genes, gene expression estimates were first normalized using SCnorm v1.6.0 (3). We then fit a mean-dependent trend across each gene's mean-variance relationship. The trend represents technical variability and a gene's biological variability was calculated from the residuals using the functions trendVar and decomposeVar in the scran v1.12.1 R package (25). The decomposeVar function tests for nonzero biological variability using an *F*-test of total variability to technical variability. We considered genes significantly highly variable if they had an FDR < .10. In order to compare gene variability across datasets, we ranked a gene's relative variability to all other genes in the dataset and calculated the difference in the two ranks.

### Estimating the count-depth rate

The gene-specific count-depth rate was estimated within EC and TB separately using a median quantile regression on the log nonzero gene expression versus log sequencing depth using the getSlopes function in the SCnorm v1.6.0 R package. For each condition, we filtered out genes that had fewer than 10 nonzero expression counts across all cells and genes with median nonzero expression less than two. Visualization of the count-depth rate distributions is shown using smoothed density plots of the slopes within gene groups, where genes were split into 10 equally sized groups based on their nonzero median expression. The variability of the count-depth rate is quantified using the median absolute deviation statistic (MAD). First, the mode of the slope distribution was estimated for each gene group, then the MAD was calculated as the median of the absolute differences between the slope modes and one, where one is the expected value of the count-depth rate. All density plots of the slope distribution are done with smoothing parameters adjust = 1, and estimated over the grid (–3, 3) using the density function in R. All analyses were carried out using R version 3.6.3.

### Analysis of publicly available datasets

We obtained processed counts from the conquer scRNA-seq database (26) for four single-cell RNA-seq datasets processed identically: Deng *et al.* (27), Grün *et al.* (28), Guo *et al.* (29) and Shalek *et al.* (30). The Chu *et al.* (31) data was obtained from the Gene Expression Omnibus (GEO) with the accession number GSE75748. The Islam *et al.* (32) data was obtained from GEO with the accession number GSE29087. The H1-bulk data from Bacher *et al.* (3) was obtained from GEO with the accession number GSE85917. The Picelli *et al.* (33) was obtained from GEO with the accession number GSE49321. The Smart-seq3 datasets from Hagemann-Jensen *et al.* (34) were obtained from ArrayExpress E-MTAB-8735. The 10× dataset is the pbmc4k dataset from the 10× Genomics website processed by Cell Ranger 2.1.0.

For the non-UMI datasets, cells with fewer than 10 000 total counts were removed and counts were rounded to the nearest whole number. For estimating the count-depth rate, again we filtered out genes that had fewer than 10 nonzero expression counts across all cells and genes with median nonzero expression less than two. In Figure 4, the representative datasets displayed from each study are: EF cells from Islam, Earlyblast-Embryo2 in Deng, M11W-Embryo2 in Guo, Unstim-Rep1 in Shalek and TB2 in Chu. The Picelli and H1-Bulk each only had one dataset in the study. The comparison of properties in Table 1 for the equalized versus unequalized datasets in publicly available studies was done using a two-sided t-test.

**Table 1.** Summary of publicly available datasets. The first column contains the dataset name. Column 2 shows the organism. Column 3 shows the sequencing protocol used. Column 4 shows the number of cells per dataset included in the study. Column 5 is average sequencing depth across all cells. Column 6 is the average cell-specific detection rate across all cells. Column 7 is the average MAD and Column 8 indicates whether cDNA equalization was performed. Datasets above the black line are non-UMI and shown in Figure 4

Dataset	Organism	Protocol	Number of cells	Average sequencing depth (millions)	Average cell-specific detection rate	Average MAD	cDNA equalization
H1-bulk	Human	Bulk	48	3.0	0.73	**0.045**	**Yes**
Picelli	Human	SC–Smart-seq2	35	11.7	0.47	**0.141**	**Yes**
Deng	Mouse	SC–Smart-seq	11–22	13.3	0.65	**0.162**	**Yes**
Guo	Human	SC–Tang *et al.* (44)	12–31	3.5	0.47	**0.247**	**Yes**
Shalek	Mouse	SC–Smart-seq	64–96	3.4	0.39	**0.431**	**No**
Islam	Mouse	SC–STRT-seq	44–48	0.6	0.19	**0.480**	**No**
Chu	Human	SC–Smart-seq	31–87	4.6	0.50	**0.523**	**No**
Grün UMI	Mouse	SC–CEL-Seq (UMI)	562	0.004	0.02	**0.307**	**No**
10X	Human	SC–10X	3735	0.004	0.04	**-**	**No**
SS3-HCA	Human	SC–Smart-seq3 (UMI)	3112	0.252	0.09	**-**	**Yes**
SS3-Fibroblast	Mouse	SC–Smart-seq3 (UMI)	369	1.26	0.39	**0.096**	**Yes**

For the Grün UMI dataset, the isOutlier function in the scater v1.18.6 R package was used to remove cells having total detected genes greater than five median absolute deviations from the median. The isOutlier function was similarly applied to the Smart-seq3 datasets to remove outlier cells based on total counts and total genes detected per cell. For the 10X dataset, we first used the emptyDrops function in the DropletUtils v1.10.3 R package (35) to remove empty droplets containing ambient RNA and kept cells with an FDR <0.01. Cells were further filtered using the isOutlier function using three quality control metrics: total counts, genes detected per cell, and the percent of mitochondrial counts; outliers were considered as those above three median absolute deviations. Count-depth relationships were not estimated for the 10× or the Smart-Seq3 HCA dataset due to the large number of zeros in the data. For estimating the count-depth relationship in the UMI and Smart-seq3 Fibroblast datasets, all genes having a nonzero mean were included (the median in these datasets is often zero).

### Simulation Framework

Here we first describe the data-generating process in Scaffold and the following section contains details on the estimation procedures. Let }{}${M_{g,j}}$ be the true number of mRNAs present for gene }{}$g$ in cell }{}$j$ with distribution, }{}${M_{g,j}} \sim Poisson( {{\omega _j}{\mu _g}} )$, where }{}$g\; = \;1, \ldots ,G$, }{}$j\; = \;1, \ldots ,\;N$, and }{}${\mu _g}$ is the latent level of gene-specific expression. As not all cells in a population are identical, the parameter }{}${\omega _j}$ is a cell-specific population heterogeneity parameter }{}${\omega _j} \sim Uniform({\omega _{.05}},{\omega _{.95}}$); scaling factors are applied to each cell to represent the range of cellular heterogeneity.

In an scRNA-seq experiment, a cell is first isolated and its mRNA is captured following cell lysis. A reverse transcription step occurs immediately after to convert the mRNA into cDNA. It is currently not possible to naturally estimate these two steps separately. Thus, here we model both of these events together as a single process. The number of molecules successfully captured for genes in cell }{}$j$ is represented as:

}{}$$\begin{eqnarray*} && {Z_{1,j}}, \ldots ,{Z_{G,j}} \sim Multinomial \nonumber \\ &&\times\, \left( {{\lambda _j}\mathop \sum \limits_{g\; = {\rm{\;}}1}^G {M_{g,j}},{\rm{\;}}\frac{{{M_{1,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {M_{g,j}}}},\frac{{{M_{2,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {M_{g,j}}}}, \ldots ,\frac{{{M_{G,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {M_{g,j}}}}} \right), \end{eqnarray*}$$

where }{}${\lambda _j}$ is the efficiency of conversion, referred to as the capture efficiency. Following this step, the cDNA molecules are exponentially amplified using PCR. The number of successfully amplified cDNA molecules for gene }{}$g$ in cell }{}$j$ is: }{}${A_{g,j}} = {Z_{g,j}}\;{(1 + {\rho _j})^C}$, where C is the number of amplification cycles and }{}${\rho _j}$ is the efficiency. When }{}${\rho _j} = \;1$, all molecules double each cycle. We expect }{}${\rho _j}$ to vary across reactions and to be independent across cells.

For droplet/10X protocols, the capture step occurs for each cell independently and all cDNA is then combined for further library preparation (skipping the cell-independent pre-amplification step). For plate-based methods like Smart-seq, the next steps involve re-plating the cells for further library preparation where cells are still processed independently. At this point, cDNA concentrations are typically quantified in part to ensure that quality is high. An optional next step is to equalize the cDNA concentrations to make them as similar as possible. This is first done by determining an acceptable range of concentrations – one may dilute all concentrations to the smallest observed concentration, or alternatively dilute a subset of cells to ensure that all concentrations are within a small target range. In Scaffold, the dilution factor is generated as }{}${S_j} \sim Normal( {{\tau _j},\;0.01} )$, where }{}${\tau _j}$ is :

}{}$$\begin{equation*} {\tau _j} = \left\{ \begin{array}{ll} 0.95, & \quad {\rm{if\;}}{l_j} < {q^{\rm{*}}} \\[2pt] \displaystyle\frac{{{q^{\rm{*}}}}}{{{l_j}}}, & \quad {\rm{\;otherwise}} \end{array} \right. \end{equation*}$$

and }{}${l_j}$ is the cDNA concentration for cell }{}$j$; }{}${q^*}$ is the upper limit of the acceptable concentration range. For cells having concentrations within the acceptable range, there is no dilution. In this case, Scaffold sets the dilution factor to 0.95 indicating that, on average, 95% of the cDNA molecules will be retained in the next step (100% is not used as some loss of material may occur in the next step when transferring liquids). To mimic the situation in which all concentrations are diluted to the smallest observed, }{}${q^*}$ is set to be the concentration of the smallest cell. If a range is chosen, then q* is set to the midpoint between the lowest concentration and the concentration at a user-specified quantile; all concentrations larger than q* are then diluted as described above.

The number of cDNA molecules in cell }{}$j$ after equalizing cDNA concentrations is:

}{}$$\begin{eqnarray*} && A_{1,j}^{\rm{*}}, \ldots ,{\rm{\;}}A_{G,j}^{\rm{*}}{\rm{\;}} \sim Multinomial \nonumber \\ && \times\, \left( {{S_j}\mathop \sum \limits_{g\; = {\rm{\;}}1}^G {A_{g,j}},{\rm{\;}}\frac{{{A_{1,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {A_{g,j}}}},\frac{{{A_{2,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {A_{g,j}}}}, \ldots ,\frac{{{A_{G,j}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G {A_{g,j}}}}} \right) \end{eqnarray*}$$

Following the protocols for C1 Fluidigm (Smart-seq and Smart- seq2), the cDNA is fragmented into shorter pieces and sequencing adapters and cell-specific indexes are added. We model this similarly to capture efficiency since the failure of any particular cDNA removes it from further consideration in sequencing. This is commonly referred to as ‘tagmentation’. We denote the tagmentation efficiency here as }{}${\gamma _j}$. The number of cDNA molecules successfully tagmented for genes in cell }{}$j$ is represented as:

}{}$$\begin{eqnarray*} && {T_{1,j}},{\rm{\;}} \ldots ,{\rm{\;}}{T_{G,j}}{\rm{\;}} \sim {\rm{\;}}Multinomial \nonumber \\ &&\times\, \left( {{\gamma _j}\mathop \sum \limits_{g\; = {\rm{\;}}1}^G A_{g,j}^{\rm{*}},{\rm{\;}}\frac{{A_{1,j}^{\rm{*}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G A_{g,j}^{\rm{*}}}},\frac{{A_{2,j}^{\rm{*}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G A_{g,j}^{\rm{*}}}}, \ldots ,\frac{{A_{G,j}^{\rm{*}}}}{{\mathop \sum \nolimits_{g\; = {\rm{\;}}1}^G A_{g,j}^{\rm{*}}}}} \right) \end{eqnarray*}$$

Next, the cDNA molecules go through a second round of PCR amplification, where for gene }{}$g$ in cell }{}$j$ the number of amplified molecules is represented as: }{}${B_{g,j}} = {T_{g,j}}\;{(1 + {\rho _{2,j}})^{{C_2}}}$, where }{}${C_2}$ is the number of amplification cycles and }{}${\rho _{2,j}}$ is the efficiency per cell. Finally, the observed gene counts per cell, }{}${Y_{g,j}}$, are obtained by:

}{}$$\begin{equation*}{Y_{1,1}}, \ldots ,{Y_{G,N}} \sim Multinomial\left( {R,{\rm{\;}}\pi } \right)\end{equation*}$$

where }{}$\pi \; = ( {{\pi _{1,1}}, \ldots ,{\pi _{G,1}},{\rm{\;}} \ldots ,{\rm{\;}}{\pi _{G,1}}, \ldots ,{\rm{\;}}{\pi _{G,N}}} )\;,{\rm{\;\;}}{\pi _{g,j}} = \frac{{{B_{g,j}}}}{{\mathop \sum \nolimits_g \mathop \sum \nolimits_j {B_{g,j}}}}\;$, and }{}$R$ is the total number of sequences obtained.

To simulate data from UMI protocols, the same steps above are followed, with Scaffold tracking the unique molecules throughout the simulation framework. For 10X/droplet based protocols, there are a few differences in the procedure. Specifically, there is no pre-amplification step, the transcripts from all cells are combined immediately following the capture step, and the tagmentation and PCR amplification steps do not having cell-specific parameters since tagmentation and PCR amplification are not cell-specific.

### Estimation of simulation parameters

For the simulation framework described above, a number of parameters must be set or estimated. All parameters that are estimated can also be input by the user if desired so that no input dataset is actually needed to simulate data. The number of genes and cells are estimated from the input dataset. Since the expression means observed in sequence data do not necessarily reflect the total transcripts in the cells, Scaffold first scales all cells to have a total of 300 000 counts to estimate the mean for each gene as human cells have been previously reported to have approximately 300k total transcripts (36). This parameter can be changed in Scaffold, if desired. The estimated means are then used in the Poisson distribution to generate the starting number of mRNA per cell. To estimate the cell heterogeneity parameters, }{}${\omega _{.05}}\;$and }{}${\omega _{.95}}$, Scaffold calculates the ratio of total counts for a random sample of 100 pairs of cells in the observed data, then the 5th and 95th percentile of ratios are used as the lower and upper bound in a Uniform distribution to draw cell-specific scaling factors.

The majority of zeros are thought to occur during the capture step (cell lysis and reverse transcription), thus the capture efficiency has the largest impact on the detection rates. It is not possible, even with spike-ins, to differentiate these two steps; and consequently, default settings in Scaffold treat them as a single step. However, we note that it is possible to simulate these two steps separately. We estimate the capture efficiencies from a Normal(}{}${\mu _\lambda },{\sigma _\lambda }).$ The mean capture efficiency, }{}${\mu _\lambda }$, is estimated in Scaffold as follows:

- A weighted probability of observing each gene is calculated as }{}${p_g} = {\mu _g}\;/m$, where }{}${\mu _g}$is the gene mean in the initial simulated mRNA counts and }{}$m$ is the total number of genes.
- For a given mean capture efficiency, we calculate }{}$P( {\;{X_g} = \;0} )$, where }{}${X_g} \sim Binomial( {{\mu _\lambda }*m,\;{p_g}} ).$ To avoid heavy computation, this is estimated for a random representative subset of 100 genes.
-
}{}${\mu _\lambda }$ is chosen as that which minimizes the difference between }{}$P( {{X_g} >0} )$ and the average detection rate per cell in the observed data. This search is done using the optimize function in R. For UMI and 10× datasets, we found better estimation accuracy using }{}$P( {{X_g} >1} )$, which corresponds to an increased probability of initial counts of one being observed as zeros in the sequenced data. The standard deviation, }{}${\sigma _\lambda },$ is calculated from the observed data as the median absolute deviation of the cell detection rates.

The default number of cycles for each PCR step is set to the number used by the Smart-seq protocol as detailed in the Fluidigm user manual (first PCR is 18 cycles and the second PCR is 12 cycles), and these can be adjusted by the user. In our testing we did not identify the PCR or tagmentation steps to have a major influence, and in the literature these are typically regarded as highly efficient procedures (37). Thus, the default distribution of the efficiency parameter for these steps is Normal(0.95, 0.02), but can be adjusted by the user as desired. Finally, the total sequencing depth is set to the sum of all the counts in the observed data. Details on the specific parameters for the simulated datasets is given in Supplementary Methods.

### Simulating multiple populations

Following the initial generation of mRNA counts, multiple populations can be simulated by specifying additional parameters. The number of cells per population must be provided, and the first population serves as the reference from which each additional population differs by a proportion of genes having distinct expression. The expression differences are sampled from a Normal distribution with a mean and standard deviation of fold-changes given by the user; and the direction of expression differences for a given gene is chosen at random. For the comparison of cluster visualization between unEQ and EQ simulated datasets, we simulated two populations having 50 and 40 cells using Scaffold. The proportion of DE genes simulated was 10% with fold-changes drawn from a Normal(1.5, .5). All other Scaffold parameters were estimated from the unEQ EC dataset. For generating the UMAP (38), TSNE (39) and EDGE (40) embeddings and plots, 250 simulations were conducted. Within each simulation and for each dimension reduction algorithm, the mean silhouette distances were averaged over 25 iterations using different random seeds. UMAP and TSNE plots were obtained using the scater R package v1.18.6 using the first ten principle components, n_neighbors = 10 for UMAP, and perplexity = 25 for TSNE. EDGE plots were obtained with the EDGE R package v1.0 with the number of weak learners n_wl = 5000, nearest neighbors n_neighs = 10, n_dm = 10, hash table size H = 1000, and optimization opt = TRUE.

### Simulating dynamic populations

To simulate datasets from a continuous or dynamic population, Scaffold simulates gene expression via a B-spline for a user-specified proportion of genes. The default spline generation is degree two, with two knots and coefficients sampled from a Normal(5,5); mRNA counts are then generated from a Poisson distribution with latent mean for each cell equal to the value from the B-spline. The spline generation parameters can be user-specified. For the simulation of trajectory analysis, we used the default settings and all other scaffold parameters were estimated from the unEQ EC dataset. The SCORPIUS R package v1.0.8 was used to infer the trajectory using default settings (41). A two-degree polynomial was used to identify genes having a significant dynamic along pseudotime. The pROC R package v1.17.0.1 was used to estimate the area under the receiver operator curve (AUC) (42).

## RESULTS

### In silico investigation of cDNA equalization using Scaffold

As detailed in Methods and Figure 1A, Scaffold allows for assessment of how each step of the single-cell protocol (cell lysis, amplification, equalization, library preparation, and sequencing depth) affects scRNA-seq measurements. Using an scRNA-seq dataset of unequalized endothelial cells (unEQ EC) as a reference, Scaffold estimated starting parameters and simulated data that reproduced the features of the unEQ EC dataset including gene-specific means, variances, and proportions of zeros (Figure 1B–E). We also simulated data using unequalized trophoblast cells (unEQ TB) as a reference with similar results (Supplementary Figure S3). Systematic variability in the count-depth rate, a feature shown to be unique to scRNA-seq data (3), was also reproduced (Figure 1F and Supplementary Figure S4).

**Figure 1.**
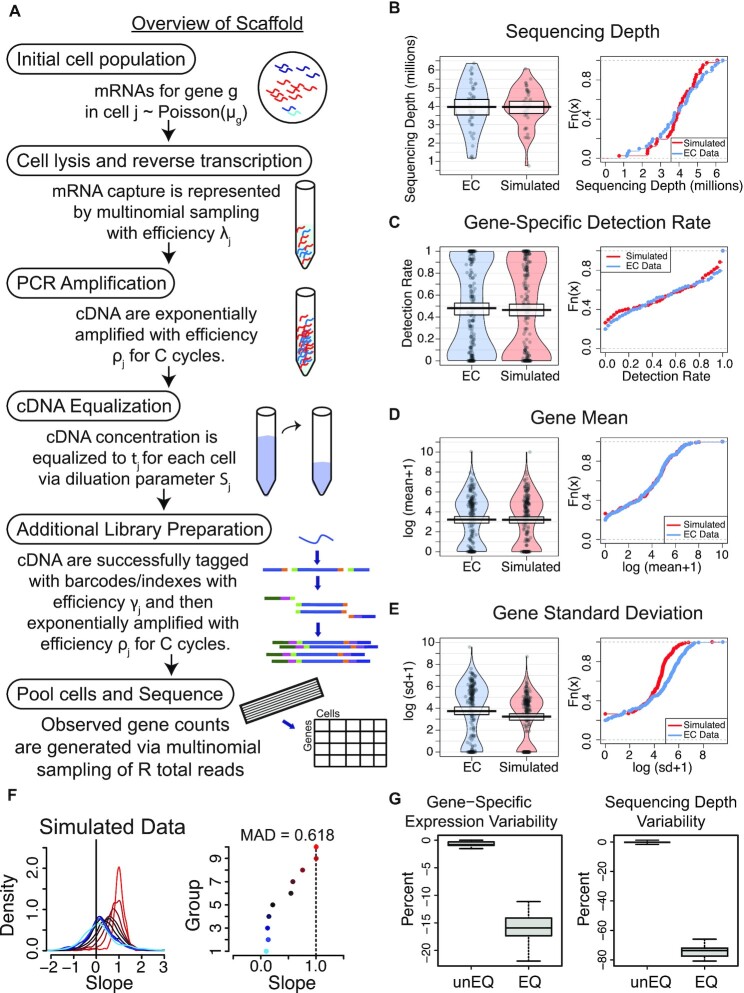
(**A**) Overview of the Scaffold simulation framework. Further details are provided in Methods. (**B–E**) Cell-specific and gene-specific properties of the data simulated based on the unEQ EC dataset. (**F**) Density plots of the distribution of estimated count-depth rates (quantified as the gene-specific slope of a median quantile regression) for the unEQ EC dataset for genes grouped by expression level (left) and the mode of each group's slope distribution (right). The median absolute deviation of the slope modes from one (MAD) is used to quantify the variability in the count-depth rate. (**G**) The percent change in gene-specific variability (left) and sequencing depth (right) is shown for multiple pairs of unequalized and equalized datasets. Multiple pairs of unequalized experiments were also simulated and compared to demonstrate the percent of change due to random sampling.

Holding all other parameters constant, we simulated data while varying parameters for equalization and sequencing depth and found that cDNA equalization has the largest effect on the average variability in the count-depth rate (Supplementary Figure S4C, D), while the total sequencing depth (Supplementary Figure S4E) had little effect.

To examine the effect of equalization on other properties of the data, we simulated additional datasets with and without equalization holding all other parameters constant. Specifically, we simulated pairs of unequalized and equalized datasets by adjusting only the equalization parameter. In simulated datasets, gene-specific variation decreased by an average of 16.2% due to equalization alone and the variability in the sequencing depths was reduced by 74.2% despite the simulations having the same average depth (Figure 1G).

### Experiments to assess the effect of cDNA equalization

Given results from the simulation study, we hypothesized that a lack of equalization during the preparation of single-cell libraries would increase variation in the amount of input cDNA which in turn could contribute to reduced gene detection and increased variability in expression estimates observed in scRNA-seq data. To test this hypothesis, we applied alternative protocols to full-length single-cell cDNA libraries of identical cells to generate matched scRNA-seq data sets (Figure 2A). The original data includes single endothelial cells (EC) and trophoblast-like cells (TB) derived from human embryonic stem cells (hESC) (31) which were unequalized (unEQ). 

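The EC and TB cells were captured singly on the Fluidigm C1 system, a microfluidic device in which each cell is lysed in a chamber of its own and its mRNA is converted to amplified full-length cDNA. The stored cDNA of 45 EC and 51 TB cells was used for the experiments named EQ, EQ-Vary and EQ-75%, which gives 288 sets of counts, called libraries here. The paper describes EQ-75% as a repeat of the whole EQ experiment, and whether EQ-Vary was pooled from the tagmented cDNA of EQ was not found in the methods. The unEQ libraries were not analysed here. For each library the authors deposited the expected count of every gene, which is the number of reads that RSEM estimated to come from that gene after the reads were trimmed to 51 bp and mapped with Bowtie to the protein-coding genes of GRCh38 with up to 2 mismatches. These values were not normalized. The 3 tables list the same 17492 genes, none of which is encoded by the mitochondrial genome. Of the nonzero values, 62.0% were not whole numbers in EQ, 60.7% in EQ-Vary and 54.5% in EQ-75%, because RSEM shares a read that maps to several genes among them. All values were therefore rounded, and a gene was counted as detected in a cell when its rounded count was at least 1. CPM values were the rounded counts of a cell scaled to a total of 1000000. Cells were left out of an experiment by the study's own limits, a log10 total count under 5.4 or more than 31% of the counts in the 50 genes with the most counts in that cell. Cells with the same number in different experiments came from the same cDNA, so differences between experiments in depth and in genes detected were taken cell by cell. The EC and TB libraries of an experiment were pooled together and no separate cultures are named. Each cell type in each experiment is therefore 1 sample, so the SDs below describe the spread between cells and no p-value was computed between experiments.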

For these experiments, the cDNA input ranged from 0.125 to 0.375 ng (Materials and Methods). In the next series of experiments, we equalized the same set of single-cell cDNA to a fixed input (0.1 ng) across all the cells. Prior to sequencing, cells were pooled at an equal volume (EQ) or pooled by a scaling factor to produce highly variable sequencing depths (EQ-Vary) (Figure 2A). 

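Before any cell was left out, the counts per cell in EQ ranged from 11418 to 3966801 over the 45 EC cells (median 1955474) and from 8575 to 3479240 over the 51 TB cells (median 1946463). In EQ-Vary the corresponding ranges were 5754 to 6345138 (median 1613879) and 5643 to 5452344 (median 1763292). The cells that passed both limits numbered 38 EC and 48 TB in EQ and 38 EC and 46 TB in EQ-Vary. Among them the SD of the log10 total count was 0.210 for EC and 0.206 for TB in EQ, and 0.295 and 0.279 in EQ-Vary. The deepest passing EC cell had 8.41 times the counts of the shallowest in EQ and 21.3 times in EQ-Vary, and for TB these ratios were 9.52 and 16.9. Over the cells passing in both experiments, the total count in EQ-Vary was a median of 91.1% of that in EQ for EC (SD 30.0, n = 38 cells) and 97.6% for TB (SD 33.1, n = 46 cells), and it was lower than in EQ for 49 of these 84 cells.

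**Figure D1:**
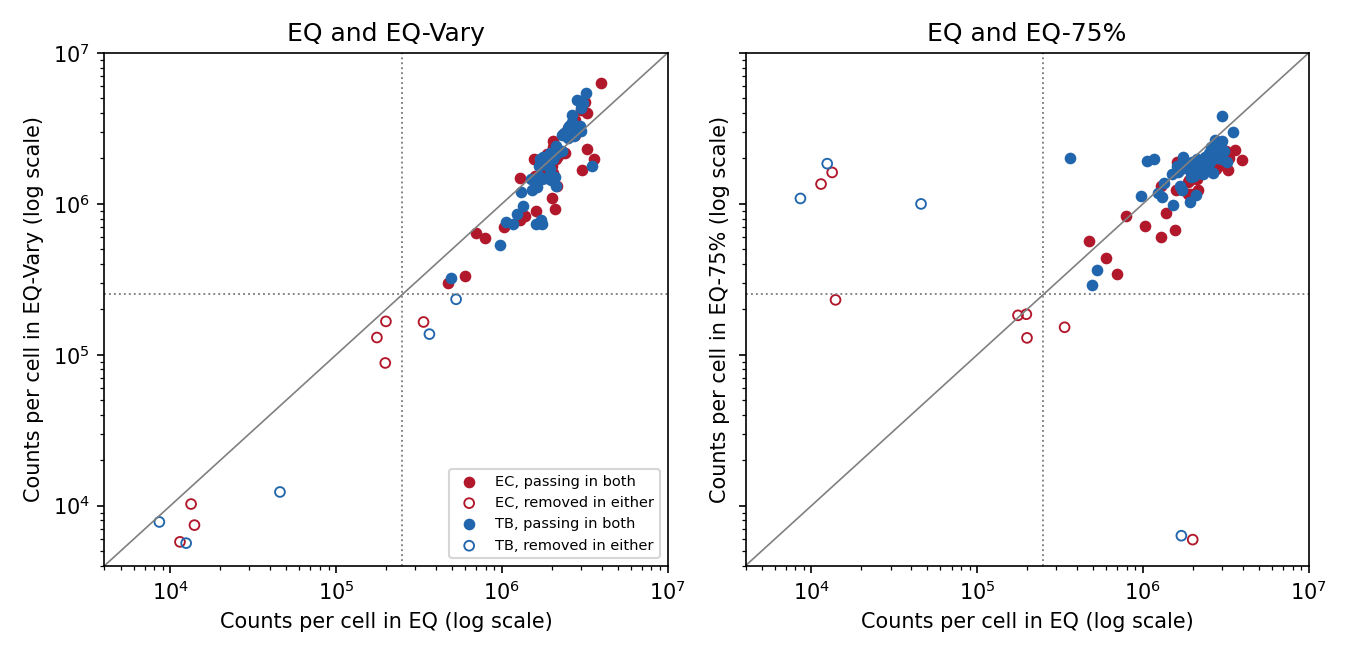
Total counts of each of the 96 cells in EQ (horizontal axis) against EQ-Vary (left) and against EQ-75%, a repeat of EQ from the same cDNA (right), on log scales, with EC in red and TB in blue and with open circles for cells removed in either experiment. The diagonal marks equal depth and the dotted lines the limit of 5.4 on the log10 scale.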

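The equalized cDNA of these 96 cells was also used in the experiment named EQ-75%. The total counts ranged from 5954 to 2299704 for EC (median 1448630) and from 6321 to 3798198 for TB (median 1753390), and 39 EC and 50 TB cells passed the limits. For the 84 cells that passed in EQ as well, the total count in EQ-75% was a median of 77.9% of that in EQ (SD 56.2). The median was 74.7% for EC (SD 18.1, n = 37 cells) and 86.0% for TB (SD 71.9, n = 47 cells). The SD of TB was widened by cell TB 40, whose count of 365570 in EQ was the lowest of the TB cells that passed, and whose library in EQ-75% held 549.6% of it. Over all 84 cells the summed counts of EQ-75% were 80.3% of those of EQ, and 69 cells had fewer counts in EQ-75%.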

Finally, we replicated the entire EQ experiment, including equalized cDNA input and pooling, but we sequenced at approximately three-quarters the depth of the previous experiments (EQ-75%). Because these four conditions all derive from identical cells, these experiments provide the most robust investigation to date on how input cDNA variations impact scRNA-seq data.

**Figure 2.**
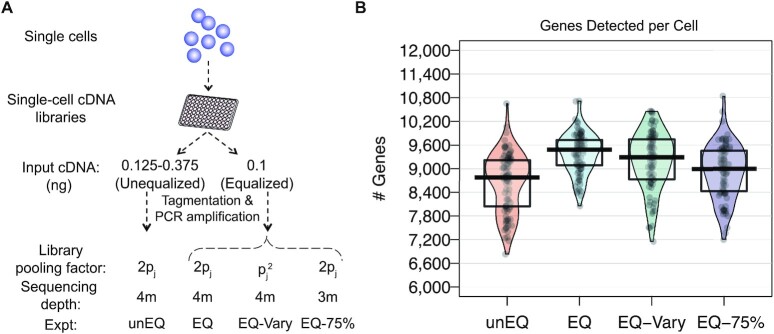
Overview of experiment to assess the effect of cDNA equalization and comparisons of cell-level detection rates. (**A**) Four experiments were conducted involving cells from two different conditions (EC and TB). Using the same initial pools of single-cell cDNA, we created unequalized and equalized sequencing libraries. (**B**) Violin plots with points overlaid of the number of genes detected per cell for all cells in each experiment.

### Equalization increases cell-specific and gene-specific detection rates

A common challenge in scRNA-seq experiments is the high proportions of zeros, or dropouts. Dropouts are due to an incomplete sampling process, stochastic gene expression, and inefficient capture of mRNA, with the probability of dropping out inversely related to a gene's underlying expression level (43). Equalizing cDNA libraries would not recover dropouts that occur upstream in a protocol, but it may recover dropouts that are due to inefficiencies in later preparation steps (e.g. second PCR amplification) or due to underrepresentation in the pooled library. Thus, we first investigated the effect of cDNA equalization on cell-specific detection rates, defined as the proportion of nonzero genes within a cell. Across both EC and TB cells, we observed an increase in the efficiency of gene detection in the equalized experiments (Figure 2B). 

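In EQ, the number of genes detected per cell was 8767 ± 520.5 (SD, n = 38 cells) in EC and 9274 ± 535 (SD, n = 48 cells) in TB, which is a mean detection rate of 50.1% and 53.0% of the genes listed. In EQ-Vary it was 8503 ± 726 (SD, n = 38 cells) in EC and 9191 ± 660.4 (SD, n = 46 cells) in TB, or 48.6% and 52.5%. In EQ-75% it was 8116 ± 575 (SD, n = 39 cells) in EC and 8946 ± 603 (SD, n = 50 cells) in TB, or 46.4% and 51.1%. Within each experiment TB cells had more genes detected than EC cells. The margin was smaller than both SDs in EQ, between them in EQ-Vary and larger than both in EQ-75%. The unEQ libraries, with which the paper compares these experiments, were not analysed here.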

An average of 745 (8.6%) more genes per cell were detected with expression greater than zero in the EQ versus the unEQ experiments. 

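EQ-Vary and EQ can be compared directly in the 84 cells that passed the limits in both. EQ had a mean of 193.9 more genes detected per cell than EQ-Vary (SD of the differences 299.9), 2.14% of the genes detected in EQ, with more genes in EQ for 61 cells and fewer for 23. The difference was 263.8 ± 303 (SD, n = 38 cells) in EC and 136.1 ± 288 (SD, n = 46 cells) in TB, so in each cell type it was smaller than the spread between cells. The alternative that moved the mean difference most was the inclusion of all 96 cells, which gave 310.0 genes. When the counts of the deeper library of each cell were thinned at random to the depth of the shallower, the difference was 87.9 genes (SD 97.2) and 70 of the 84 cells had more genes in EQ. With every library thinned to 1000000 counts it was larger than its SD in each cell type, at 109.6 ± 67.3 (SD, n = 29 cells) in EC, with more genes in EQ for 28, and 64.2 ± 56.4 (SD, n = 37 cells) in TB, with more for 35. The cause of this excess at equal depth was not tested, and reads assigned to the wrong library among the added detections were not excluded.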

EQ-vary, which was pooled in a way to reflect possible inefficiencies that might occur after equalization such as during pooling or amplification, reduced the detection efficiency slightly to 534 (6.2%) more genes detected on average. Comparatively, the effect of equalization on gene detection is stronger than the effect of solely increasing total sequencing depth. Between EQ and EQ-75%, in which both experiments were equalized but the latter had three-quarters the sequencing depth, we observed only 470 (5.0%) fewer genes detected per cell in EQ-75%.

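Over the 84 cells passing in both experiments, a mean of 9054 genes were detected in EQ and 8571 in EQ-75%, which is 482.4 fewer (SD of the differences 311) or 5.33%. All 37 EC cells had fewer genes in EQ-75%, by a mean of 676.9 ± 249 (SD), and 44 of 47 TB cells did, by a mean of 329.3 ± 268 (SD). In both cell types the mean difference was larger than its SD between cells. Of the alternatives tried, thinning every library to 1000000 counts moved the difference most. It was then 256.5 genes over the 71 cells deep enough, with fewer genes in EQ-75% for each of them. With both libraries of a cell thinned to the lower of their depths it was 276.1 genes, and with the cells not matched between experiments 467.5. From the comparison of this difference with that between EQ and unEQ, the paper concludes that equalization affects gene detection more strongly than total sequencing depth alone.

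**Figure D2:**
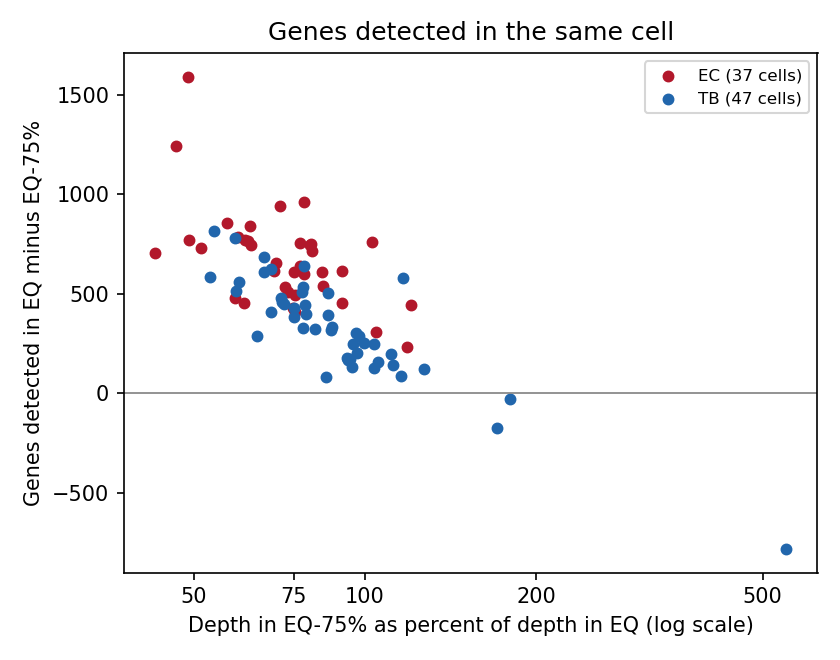
Genes detected in EQ minus genes detected in EQ-75% (vertical axis) against the depth in EQ-75% as a percentage of the depth in EQ (horizontal axis, log scale), with 1 point for each of the 37 EC (red) and 47 TB (blue) cells. The 3 cells below the line at 0 are TB cells with more counts in EQ-75% than in EQ.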

We next investigated the gene-level detection rate across experiments, defined as the proportion of cells with nonzero expression for each gene (Figure 3A, B). Here we calculated the difference in gene-level detection rates between EQ and unEQ while accounting for differences in sequencing depth (Methods). The overall increase in detection efficiency due to equalization translates to a 31.1% increase in genes having consistent detection in all EC cells and a 17.9% increase in TB cells (1002 and 622 genes, respectively). We also observed a 10.4% decrease in the number of genes not detected in any cells for EC and an 8.1% decrease in TB (382 and 276 genes, respectively).

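In EQ, 3479 of the 17492 genes (19.9%) were detected in each of the 38 EC cells and 3395 (19.4%) in each of the 48 TB cells. No count was seen in any cell for 3457 genes (19.8%) in EC and 3313 (18.9%) in TB. All of the passing cells were used, without the selection by depth that the comparison with unEQ required, since unEQ was not analysed here. With a rounded count of at least 5 required, the genes detected in every cell numbered 1843 in EC and 1612 in TB.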

**Figure 3.**
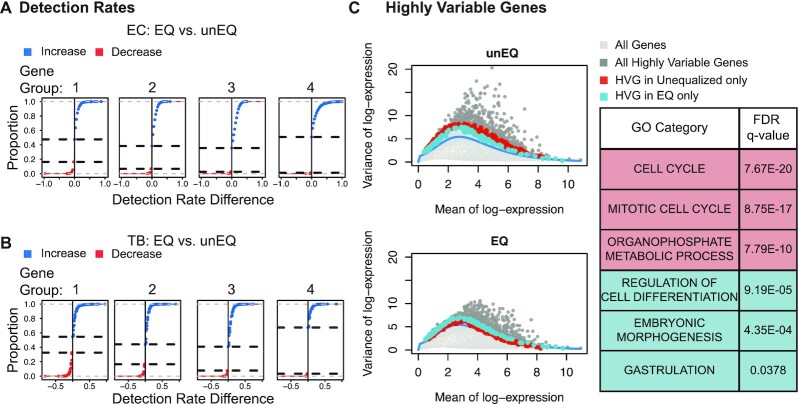
Equalization improves detection rates and decreases expression variability. (**A**) For the EC dataset, genes were divided into four equally sized groups based on their median nonzero expression. For each gene, the difference between the detection rate in the EQ versus the unEQ experiments was calculated. The cumulative distribution curve is shown for the detection rate differences for genes in each expression group. The two horizonal dotted lines indicate the proportion of genes that decrease in detection rate (bottom line) and one minus the proportion of genes that increase in detection rate (top line). (**B**) Same as A for the TB dataset. (**C**) Scatter plot of every gene's mean and variance for the unEQ (top) and EQ (bottom) datasets (light gray). The smoothed fit line represents technical variability. The mean and variance were calculated over all cells, both EC and TB. Genes having significantly high biological variability in either dataset are shown in dark gray. Shown in red are the highly variable genes in the unEQ dataset only, and in blue are the highly variable genes in the EQ dataset only. In the table are the top three GO biological processes enriched for genes that are only HVG in the unEQ (red) or EQ (blue) experiments.

Since a gene's detection rate is related to its expression level, we further analyzed detection differences by splitting genes into four equally sized gene groups based on their nonzero median expression. We assessed what differences would appear due to random chance by randomly splitting the EC or TB cells in the unEQ dataset into two groups and examining the detection rate differences between them. Approximately equal proportions of genes had increased/decreased detection rates across all expression groups for both experimental conditions (Supplementary Figure S5).

Between the EQ data and unEQ datasets, we consistently saw a higher proportion of genes having a higher detection rate in the equalized dataset especially among the moderately expressed genes (62% and 64% for EC gene groups 2 and 3; 56% and 59% for TB gene groups 2 and 3) (Figure 3A&B). The average increase in detection rate in the equalized experiments for the genes in Groups 2–4 is 13.6% in EC2 and 7.9% for TB2. In comparison, we performed the same analysis between the EQ and EQ-Vary datasets which underwent the same equalization procedure and found the ratio of genes with increasing versus decreasing detection rate was stable across expression groups; the increased variability in sequencing depth did not compromise the detection rate in the equalized dataset (Supplementary Figure S6).

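The methods state that cells were chosen to bring the mean difference in sequencing depth to 0, but not how. Here the cells with the largest difference in the direction of the mean were left out until its sign changed, which kept 36 of 38 EC and 43 of 46 TB cells, with a mean depth difference (EQ minus EQ-Vary) of -11092 and 15291 counts. Genes detected in at least 1 cell were divided into 4 groups by their nonzero median count over both experiments, with group 1 the lowest. In EC, 51.8% of the genes in group 1 had a higher detection rate in EQ and 30.7% a lower one (exact binomial 95% intervals 50.1 to 53.5 and 29.2 to 32.3, for counting error only). The shares in groups 2 to 4 were 52.4% and 26.2%, 43.7% and 21.2%, and 21.6% and 9.59%. In TB they were 50.7% higher and 31.5% lower in group 1, 50.0% and 27.6% in group 2, 43.3% and 23.5% in group 3, and 18.8% and 10.0% in group 4. The ratio of genes with a higher to genes with a lower rate was thus 1.69, 2.00, 2.06 and 2.25 in groups 1 to 4 of EC and 1.61, 1.81, 1.84 and 1.87 in those of TB. The mean rate was higher in EQ by between 0.610 percentage points (group 4) and 2.23 (group 2) in EC and by between 0.392 (group 4) and 1.55 (group 1) in TB. The choice that moved these shares furthest was that of the groups from EQ alone, which put the excess of higher over lower rates in group 1 at 44.4 percentage points in EC and 37.4 in TB, against 21.1 and 19.2. Part of this rise is built in, since genes seen only in EQ-Vary are then left out and the others are ranked on EQ alone. Thinning both libraries of each cell to the same depth lowered it to 11.9 and 8.76. From the stability of the ratio across groups, the paper concludes that the greater variability in depth in EQ-Vary did not compromise detection.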

To identify any functional relevance of genes with increased or decreased detection rates in the EQ experiment we performed gene-set enrichment using MSigDB’s list of GO biological processes on the top 200 genes sorted by their magnitude change in detection. Genes with increased detection rate in the EQ experiment were enriched for important developmental processes including morphogenesis, and tube and epithelium development in both EC and TB (Supplementary Table S1). Genes with decreased detection rates after equalization tended to be among the most lowly expressed genes. Of the 200 genes with the most decreased detection, 142 were in the lowest expression group in EC and 162 such genes in TB. Taken together, these results suggest that equalization improves the detection of biologically relevant genes without compromising signal.

### Equalization reduces nuisance variation

Next, we investigated the effect of equalization on gene expression variability. A common first step in single-cell clustering or trajectory inference analysis is to reduce the data to the most informative set of genes, often defined as the most highly variable genes (HVG). However, in the presence of excess nuisance variation, the top ranked HVG may not reflect the most relevant set of genes. Here, we detected HVG by decomposing the total variance of each gene into technical and biological components. To do so, we estimated a mean-dependent trend for the mean-variance relationship across all genes to represent technical variability (Methods). A gene's biological variability was calculated as the difference between a gene's total variability and its fitted trend value. An HVG classification was assigned to genes having biological variability significantly larger than zero (FDR < 0.10). HVG genes in the unequalized experiment were enriched in GO biological processes involving the cell cycle. This is likely due to the fact that cellular mRNA content is directly related to cell cycle stage and, consequently, if cDNA content is not equalized across cells, variability in cell cycle genes is prominent in the resulting data. 

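Highly variable genes were sought over the 86 cells that passed in EQ, EC and TB together. SCnorm was not used here, so counts were scaled by scran's pooled size factors, and the variance of log2(scaled count + 1) was set against its trend on the mean for the 13535 genes with a mean of at least 0.1. An F-test with Benjamini-Hochberg adjustment called 0 genes at an FDR under 0.10, with 121 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.701. In place of the F-test, a chi-square test of the same variances called 1140 genes. It called 56 of the 127 genes that Supplementary Table S2 lists as highly variable in EQ only (44.1%, exact binomial 95% interval 35.3 to 53.2) and 146 of the 366 listed for unEQ only (39.9%, 34.8 to 45.1). Of the 127 genes, all had a variance above the trend in EQ, at a median of 1.46 times the trend, but the list had been chosen for high variance in these same libraries. The table marks 7 of them as gastrulation genes. These are BMP4 (ENSG00000125378, chromosome 14 of GRCh38 from 53949736 to 53958761), SFRP2 (ENSG00000145423, chromosome 4 from 153780591 to 153789083), GDF3 (ENSG00000184344, chromosome 12 from 7689784 to 7695775), GPC3 (ENSG00000147257, chromosome X from 133535745 to 133987100), APLN (ENSG00000171388, chromosome X from 129645259 to 129654956), ITGA4 (ENSG00000115232, chromosome 2 from 181457202 to 181538940) and ITGB5 (ENSG00000082781, chromosome 3 from 124761948 to 124901418), all protein-coding in GENCODE v44. Their variances in EQ lay between 1.29 (SFRP2) and 1.53 (GPC3) times the trend, and the chi-square test called GDF3, GPC3 and ITGB5. APLN had a mean of 81.0 CPM in EC (SD 82.3) and 0.0957 in TB (SD 0.194), and GDF3 55.4 in EC (SD 156) and 0.0706 in TB (SD 0.287). SFRP2 and ITGA4 were also higher in EC, at 41.1 and 31.4 CPM against 0.0943 and 0.0173. BMP4, GPC3 and ITGB5 were higher in TB, at 78.1, 141 and 116 CPM against 57.9, 40.7 and 28.3 in EC. For each of the 7 genes the SD between EC cells was at least as large as the EC mean.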

Following equalization, genes classified as HVG were enriched for biological processes specific to EC cells including gastrulation and cell fate/differentiation (Figure 3C and Supplementary Table S2).

### Equalization reduces technical artifacts in the count-depth rate

Previously, we reported that scRNA-seq data display systematic variation in the relationship between a gene's observed expression and sequencing depth (which we termed the count-depth rate), whereby a gene's expected increase in expression with increased sequencing depth fails to materialize (3). Variability in the count-depth rate affects downstream analysis as popular scale-factor based normalization methods assume that the count-depth rate is common across genes and equal to one on the log–log scale (3,25).

As shown in Bacher *et al.*, much of the variability in the count-depth rate arises from under-detection of genes despite increasing sequencing depth since highly expressed genes are over-represented during sequencing. Since equalizing cDNA increases detection rates, we hypothesized that it may also reduce variability in the count-depth rate. To investigate, we quantified the count-depth rate for every gene using median quantile regression, where a slope of one indicates a proportional increase of gene expression with sequencing depth (Supplementary Figure S7). Next, we binned genes into ten equally sized groups based on their median nonzero expression. In the unEQ dataset, we found only highly expressed genes had slopes near one and slopes gradually decreased with gene expression level (Figure 4A). The extent of variability in the count-depth rate was measured using the MAD of the ten groups slope mode from their expected value of one. 

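The count-depth rate was computed for EC and TB separately as the slope of a median quantile regression of the log nonzero count on the log total count, for genes with at least 10 nonzero cells and a nonzero median of at least 2. In EQ this covered 10188 genes in 38 EC cells and 11139 genes in 48 TB cells. The MAD of the 10 slope modes from 1 was 0.266 in EC and 0.530 in TB. Since each cell type is 1 sample, the error was taken from 20 random draws of 19 EC or 24 TB cells, over which the MAD had an SD of 0.108 in EC and 0.227 in TB. The setting that moved the MAD most, apart from these draws, was the use of each group's median slope in place of its mode, which gave 0.201 in EC and 0.336 in TB. The unEQ libraries were not analysed here.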

The EQ experiments had a lower MAD and displayed less variability in the count-depth rates for both EC and TB (Figure 4A, B). EQ-75% was similar to the EQ datasets, indicating the count-depth rate is not affected by total sequencing depth. 

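In EQ-75% the MAD was 0.448 in EC (9786 genes, 39 cells) and 0.607 in TB (10969 genes, 50 cells), with SDs of 0.123 and 0.0993 over the random draws of cells. In TB the distance from the MAD of EQ was smaller than the SD of either experiment, and in EC it was larger than both. These SDs are of each experiment alone, and no spread of the difference over the same cells was computed. The draws themselves overlapped in both cell types, with ranges of 0.131 to 0.601 in EC and 0.307 to 0.759 in TB for EQ-75% and of 0.0470 to 0.536 and 0.0841 to 0.888 for EQ. With only the cells passing in all 3 experiments, the MAD in EC was 0.466 in EQ-75% and 0.266 in EQ (37 cells). In TB the order was then reversed, at 0.554 in EQ-75% and 0.630 in EQ (45 cells). From the similarity of EQ-75% to EQ, the paper concludes that total sequencing depth does not affect the count-depth rate. Its simulations with varied total depth had also shown little effect. Since EQ-75% repeated the whole EQ experiment, its distance from EQ is not of depth alone.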

The EQ-Vary experiment had the most reduction in count-depth variability, with the majority of slopes close to 1 (Supplemental Figure S8), due to its increased dissociation of cell size with sequencing depth.

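EQ-Vary had the lowest MAD of the 3 equalized experiments in both cell types, 0.190 in EC (10113 genes) and 0.231 in TB (11059 genes), with SDs of 0.0596 and 0.145 over the random draws of cells. The distance to EQ was smaller than the SD of EQ in EC and larger than it in TB. With the median slope of each group the MAD of EQ-Vary was 0.192 in EC and 0.253 in TB, and the distance to EQ was then smaller than that SD in both cell types. That SD is of the MAD from the modes, and none was computed for the median slopes. Of the 10 slope modes, 8 in EC and 6 in TB lay within 0.25 of 1, against 3 and 2 in EQ and 2 and 3 in EQ-75%. Of the single genes, 36.3% in EC and 37.1% in TB had a slope within 0.25 of 1 in EQ-Vary, against 25.3% and 22.7% in EQ and 21.9% and 18.4% in EQ-75%. The paper attributes the reduction in EQ-Vary to a greater dissociation of cell size from sequencing depth.

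**Figure D3:**
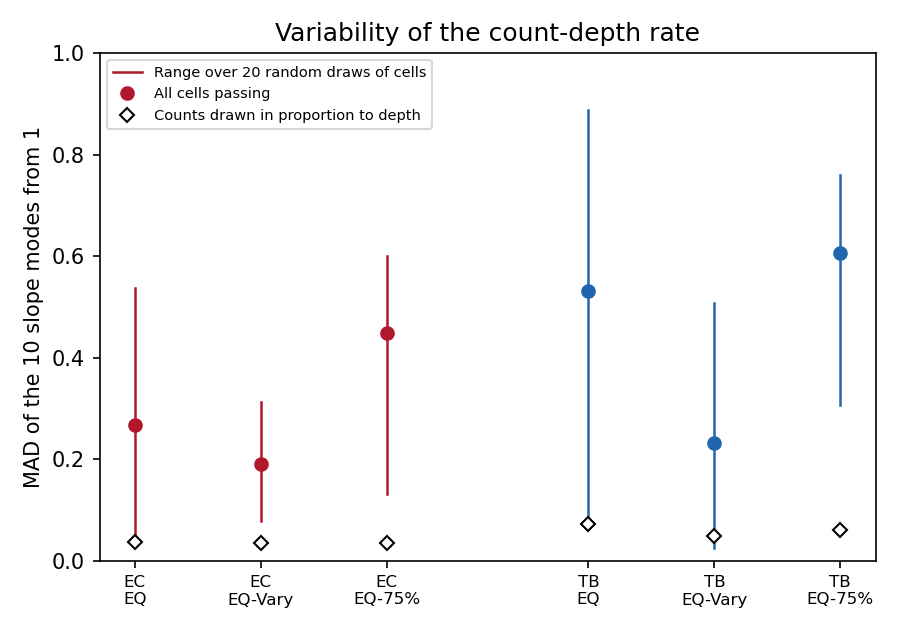
MAD of the 10 slope modes from 1 (vertical axis) for each cell type and experiment, with EC in red and TB in blue. Filled circles are all cells passing, lines are the range over 20 random draws of part of the cells, and open diamonds are counts drawn at random with every gene proportional to depth, which lay between 0.0352 and 0.0724.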

**Figure 4.**
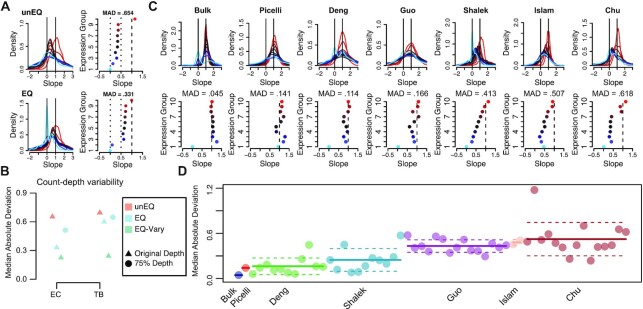
Count-depth rate in equalized scRNA-seq experiments. (**A**) For the unEQ and EQ EC datasets, the count-depth rate was calculated for all genes as the slope of a median quantile regression. Genes were divided into ten equally sized groups based on their median nonzero expression across all cells in the dataset. (**B**) The median absolute deviation (MAD) of the modal slope for each experiment is shown. (**C**) Same as A for seven representative datasets from seven published studies. (**D**) Similar to (B) for all datasets in the seven published studies. The solid line indicates the mean MAD and the dashed line indicates one standard deviation.

As more single-cell datasets have become public and identically processed in databases such as conquer (26), we were able to inquire whether systematic variability in the count-depth rate was reduced across scRNA-seq data in published studies. Across seven different studies, we found large heterogeneity in the experiment-specific count-depth rates with the MAD ranging from 0.045 to 1.176 (Figure 4C, D). We found no revealing association between the average MAD within study and various properties of the scRNA-seq data, including the average sequencing depth, cell-specific detection rate, organism, or number of cells (Table 1). However, consistent with our simulated and experimental datasets, the publicly available studies in which equalization was performed had significantly lower MAD values (*P*-value < 0.001), higher cell-specific detection rates (*P*-value < 0.001), and higher gene-specific detection rates (*P*-value = 0.039) (Supplementary Figure S9). On average the equalized datasets contain 2215 additional genes detected consistently in every cell compared to the unequalized datasets (*P*-value < 0.001 and Supplementary Figure S9).

### Equalization improves downstream analyses

To further examine how equalization might affect common downstream analyses, we simulated data for two scenarios – clustering analysis and trajectory analysis. For clustering, we used Scaffold to simulate datasets from multiple populations (Supplementary Figure S10). Here we consider two cell type populations with slight separation—only 10% of genes have distinct expression with an average fold change of 1.5. We simulated pairs of unequalized and equalized datasets and evaluated two-dimensional embeddings of cells using the silhouette distance. On average, equalization had a higher median silhouette distance and improved visible separation of cell populations in UMAP (38) plots (Figure 5). TSNE (39) and EDGE (40) reduced dimension embeddings showed similar trends (Supplementary Figure S11). We also used Scaffold to simulate cells coming from a continuous population, in which we assumed a proportion of genes have dynamic expression across the cells (Supplementary Figure S12). We simulated pairs of unequalized and equalized datasets and inferred a trajectory on the simulated cells (41). We then fit a polynomial regression of each gene's expression to the trajectory to determine the significantly dynamic genes (adjusted *P*-value < 0.05). Equalization had a slight improvement in the ability to detect dynamically expressed genes, with an AUC of 83.0 versus 81.7 for the unequalized simulations.

**Figure 5.**
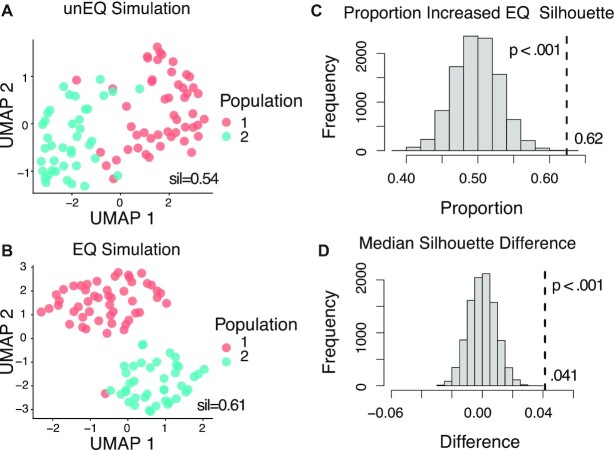
Pairs of unequalized and equalized experiments having two populations were simulated using Scaffold. Datasets were embedded in two-dimensions using UMAP and the silhouette distance was calculated for each dataset. (**A**) UMAP plot of one simulated unequalized dataset. (**B**) UMAP plot of one simulated equalized dataset. (**C**) Across all simulations, 62% had larger equalized silhouette distances compared to those of the paired unequalized distances (*P*-value < .001). The silhouette distances were permuted for each simulated dataset to obtain a sampling distribution under the null hypothesis of no difference due to equalization. *P*-values (p) were calculated over 10 000 permutations. The histogram shows the permutation distribution of the proportion of equalized simulated datasets having a larger silhouette distance. (**D**) The permutation distribution of the median silhouette differences. The median differences between unequalized and equalized simulated datasets was 0.041 (*P*-value < 0.001).

### Using Scaffold to simulate data from UMI and 10× protocols

Although equalization cannot be applied to 10× protocols, or most UMI protocols, due to the vast number of cells these protocols produce, other aspects of the data generation process can be systematically explored. We applied Scaffold to a 10X dataset and three additional UMI datasets and observed that the simulated data was highly representative of cell- and gene-specific properties of the data (Supplementary Figures S13–S18).

## DISCUSSION

Obtaining the highest quality data with minimal technical variability remains a goal for scRNA-seq experiments. Given the competitive nature of the sequencing process, highly expressed transcripts are often overrepresented in the final library and will consume a large proportion of the total reads leading to low detection rates for the majority of genes. Here, we showed that equalizing single-cell cDNA libraries prior to pooling improves detection rates and decreases nuisance variation such as that attributable to cell cycle.

Our finding of reduced variability in expression for cell cycle genes in equalized experiments is novel, yet not unexpected since cell cycle signals are often the largest drivers of differences in total mRNA. Note that if cell cycle signals are of marked interest, then equalization may not be appropriate. However, reduction of cell-cycle signals has been implemented in most scRNA-seq analysis pipelines as it is considered a hindrance in most downstream analyses (45,46). While different cell types often have different cell sizes, they are also distinguished by relative differences in key marker genes. Equalization preserves these relative differences as the dilution is performed on the entire cell's cDNA and thus, would not remove cell-type specific differences.

In many cases, identified sources of technical variability in downstream analyses have proven to be excellent targets for protocol improvement (47–50). Scaffold, our simulation framework, offers an opportunity to directly and efficiently explore how different steps in a protocol affect scRNA-seq data. Here, we focused the effect of equalizing cDNA concentration across cells. However, Scaffold provides a framework to study other parameters, or to simulate data that recapitulates characteristics of scRNA-seq data (e.g. detection rates and count-depth rate).

In practice, the process of equalizing cDNA concentrations is non-trivial and time-consuming, leading it to be one of the critical limiting points of the library preparation process (51). Automation has alleviated this to some extent, and has been used in large single-cell sequencing projects such as the Tabula Muris (52). However, some state-of-the-art protocols, such as 10×, profile scRNA-seq measurements from thousands to millions of cells using massively parallel sequencing systems with high levels of multiplexing (51) and equalization is not possible since cDNA is pooled early in the experiment. We expect that single-cell protocols will continue to advance and improve with technology. Our study offers insight into one mechanism worth further exploration in protocol design and development.

## DATA AVAILABILITY

All R code used for analysis and simulations is available at https://github.com/rhondabacher/scEqualization-Paper. The simulation package Scaffold is available at https://github.com/rhondabacher/scaffold. The unEQ, EQ, EQ-Vary, and EQ-75% datasets are available at the NCBI Gene Expression Omnibus: GSE156494.

For the publicly available datasets, we obtained processed counts from the conquer scRNA-seq database for four single-cell RNA-seq datasets processed identically: Deng *et al.* (27), Grün *et al.* (28), Guo *et al.* (29) and Shalek *et al.* (30). The Chu *et al.* (31) data was obtained from the Gene Expression Omnibus (GEO) with the accession number GSE75748. The Islam *et al.* (32) data was obtained from GEO with the accession number GSE29087. The H1-bulk data from Bacher *et al.* (3) was obtained from GEO with the accession number GSE85917. The Picelli *et al.* (33) was obtained from the GEO with the accession number GSE49321. The Smart-seq3 datasets (34) were obtained from ArrayExpress E-MTAB-8735. The 10X dataset is the pbmc4k dataset from the 10X Genomics website processed by Cell Ranger 2.1.0.

## Supplementary Material

gkab1071_Supplemental_Files Click here for additional data file.

# Supplementary material for: Enhancing biological signals and detection rates in single-cell RNA-seq experiments with cDNA library equalization
**Source:** Nucleic Acids Res. 2021 Nov 24;50(2):e12. doi: 10.1093/nar/gkab1071

## Supplementary Methods

### Simulation Parameters

The table below contains all the main simulation parameters and an indication of whether they are estimated from the data or need to be input from the user.

| Parameter                                              | Notation     | Usage/Default       |
|--------------------------------------------------------|--------------|---------------------|
| Protocol to simulate from (plate-based or droplet/10X) | -            | Input by user       |
| Whether to use UMI                                     | -            | Input by user       |
| Number of cells                                        | $N$          | Estimated from data |
| Number of genes                                        | $G$          | Estimated from data |
| Gene means                                             | $\mu_g$      | Estimated from data |
| Total transcripts                                      | -            | 300,000             |
| Degree of heterogeneity                                | $\omega_j$   | Estimated from data |
| Capture efficiency                                     | $\lambda_j$  | Estimated from data |
| Number of pre-amplification cycles                     | $C$          | Input by user       |
| Number of amplification cycles                         | $C_2$        | Input by user       |
| Pre-amplification efficiency                           | $\rho_j$     | Input by user       |
| Amplification efficiency                               | $\rho_{2,j}$ | Input by user       |
| Equalization amount                                    | -            | Input by user       |
| Tagmentation efficiency                                | $\gamma_j$   | Input by user       |
| Total sequencing depth                                 | $R$          | Estimated from data |

For all simulations described in the paper, we used the default distribution of Normal(0.95, 0.02) to generate amplification and tagmentation efficiencies (in Scaffold any values  $> 1$  are truncated to 1). For all simulations of Smart-seq datasets we set  $C = 18$  and  $C_2 = 12$ , as used in the EC and TB experiments and recommended in the C1 Fluidigm manufacturer manual. For the 10X and UMI datasets we set  $C_2 = 12$ . The equalization amount is the user input quantile from which  $q^*$  is estimated. For the Smart-seq experimental data, unEQ was set to 0.67 as the cells were diluted to be within a wide range of concentrations; this resulted in the dilution of only the largest concentrations thus, we considered this unequalized. For EQ experiments, the equalization amount was set to 0 to indicate full equalization. In simulations of unEQ and EQ TB and EC data, parameters were only estimated on the unEQ experimental data. All parameters were held constant to simulate the EQ data, except the equalization amount was set to 0. For the UMI and 10X datasets, the equalization amount was set to 1 to indicate no equalization. For the

Smart-seq3 datasets, the equalization was performed within a relatively wide-range of concentrations (100-200pg  $\mu\text{l}^{-1}$ ). However, when simulating data we found setting the Fibroblast to no equalization and the HCA to 0.67 produced the best matching datasets in terms of the cell-specific and gene-specific properties (the equalization amount parameter was run for a coarse grid: 0, .33, .67, 1). This setting is in line with the unEQ EC and TB simulations in that minimal equalization was similar to no equalization. For the Smart-seq3 datasets, we used Scaffold to simulate from the read count matrix using the UMI option which produced both a read count matrix and UMI count matrix. We compared the simulated UMI count matrix to the original UMI counts. We did not simulate any data directly from the original UMI count matrix for the Smart-seq3 data in order to replicate the experimental process of generating UMI counts.

For the multiple population simulation in Figure 5, the number of cells for Population 1 was set to 50 cells and 40 cells for Population 2. The degree of heterogeneity was set to be simulated from Uniform(0.5, 2), the fold-changes were simulated from Normal(1.25, 0.4), and 15% of genes were set to have distinct expression. All other parameters were estimated from the unEQ EC dataset as a reference. The average silhouette distance was calculated from the distance matrix on the first two components of the t-SNE representation. The t-SNE components were generated using the runTSNE function from the scatter v1.12.2 R package with perplexity=10, n\_dimred=10, and dimred="PCA". The simulations were averaged over 25 runs.

For the continuous population simulation we simulated 100 cells with the population heterogeneity sampled from a Uniform(1,1) so that all heterogeneity was introduced from the dynamic genes. We set 20% of the genes to have dynamic expression and all other parameters were estimated from the unEQ EC dataset as a reference. On the simulated data, we used the SCORPIUS v1.0.7 R package to infer a trajectory through the cells. We used the reduce\_dimensionality function with “pearson” and all other parameters default. We then fit a polynomial regression of degree two on the scaled expression and trajectory and obtained the overall model fit p-value. P-values were adjusted using FDR. Genes with an adjusted p-value < .05 were considered dynamic. We compared this to the list of simulated dynamic genes and used the pROC v1.17.0.1 R package to obtain the AUC. The simulations were averaged over 25 runs.

### Simulation run-times

Average run-times for Scaffold were estimated using the unEQ TB and 10X datasets with varying number of cells to simulate. All times include both the parameter estimation and simulation; times are averaged over 10 runs.

| Number of cells | Average runtime (minutes) | Protocol   |
|-----------------|---------------------------|------------|
| 100             | 0.14                      | C1, nonUMI |
| 1000            | 1.55                      | C1, nonUMI |
| 5000            | 9.41                      | C1, nonUMI |
| 1000            | 3.73                      | UMI/10X    |
| 5000            | 24.09                     | UMI/10X    |

Supplementary Figure 1. Cell-cell Pearson correlations across experiments. Cells are in the same order along the axes for the two experiments being compared. The strong diagonal correlation verifies that the cells are indeed the same across experiments.

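For each cell in EQ, the cell of the same type with the highest Pearson correlation of log2(CPM + 1) over all 17492 genes was found in each of the other experiments. In EQ-75% this was the cell with the same number for 41 of 45 EC cells and 48 of 51 TB cells, and in EQ-Vary for 42 of 45 and 48 of 51. Each of the cells for which it was another number had fewer than 100000 counts in at least 1 of the compared libraries. Between EQ and EQ-75% the correlation of a cell with itself had a median of 0.984 for EC and 0.989 for TB, whereas its correlation with other cells of its type had a median of 0.672 for EC and 0.705 for TB. Between EQ and EQ-Vary the medians for the same cell were 0.990 for both EC and TB. Among the cells that passed the limits in both experiments compared, the lowest correlation of a cell with itself between EQ and EQ-75% was 0.951 for EC and 0.946 for TB. With only those cells considered, the nearest cell had the same number for 37 of 37 EC and 47 of 47 TB cells in EQ-75% and for 38 of 38 and 46 of 46 in EQ-Vary. The paper states that the strong diagonal shows the cells to be the same across experiments.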

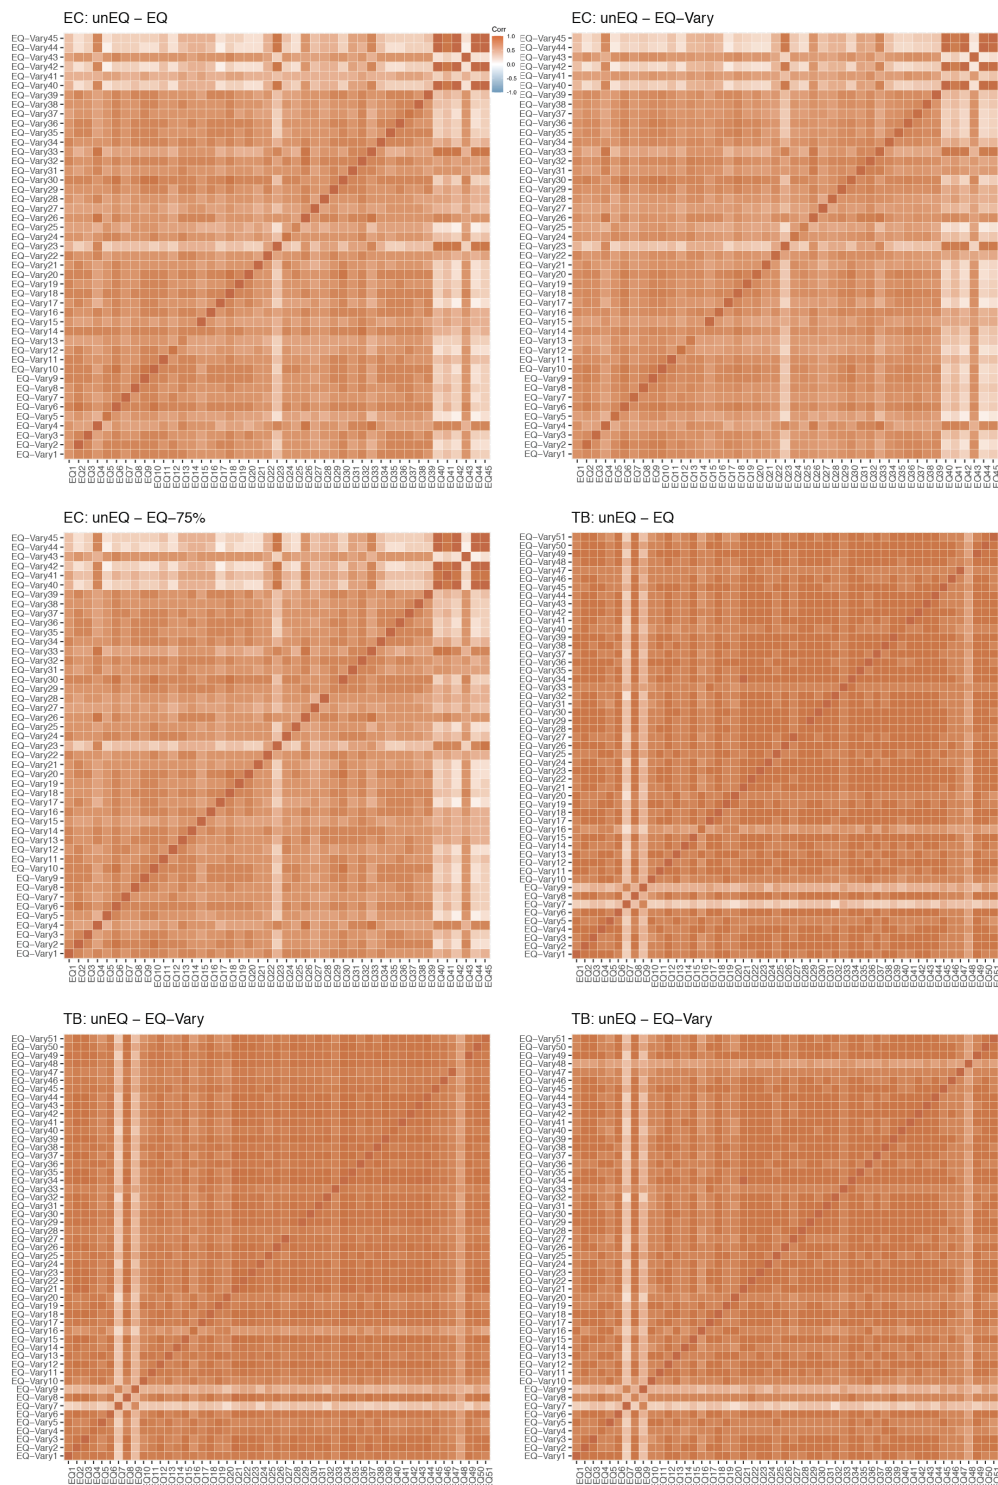

Supplementary Figure 2. Outliers cells were removed from further analysis for the TB and EC experimental data. Outliers were identified as those having  $\log_{10}$  total counts  $< 5.4$  or the percent of counts in the top 50 genes was  $> 31\%$ .

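Applied to the sums of the deposited expected counts, these limits removed 10 of the 96 cells in EQ (7 EC and 3 TB), 12 in EQ-Vary (7 EC and 5 TB) and 7 in EQ-75% (6 EC and 1 TB). The limit on total counts was failed by 9 cells in EQ, 12 in EQ-Vary and 7 in EQ-75%. The limit on the 50 most abundant genes was failed by 4 cells, EC 40, EC 42, EC 44 and EC 45, in each of the 3 experiments, with between 36.3% and 62.0% of their counts in those genes. With limits placed 2 SD from the median of these 288 libraries, which fell at 5.11 on the log10 scale and at 29.8%, the cells removed numbered 10 in EQ, 10 in EQ-Vary and 6 in EQ-75%.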

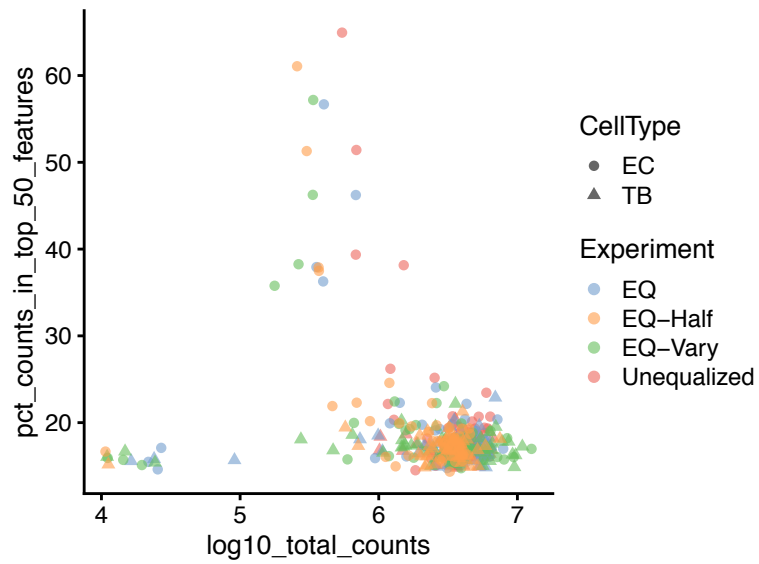

Supplementary Figure 3. A. Density plots of the distribution of estimated count-depth rates for the unEQ TB dataset with genes grouped by expression level (left) and the mode of each group's slope distribution (right). The median absolute deviation (MAD) of the slope modes from one is used to quantify the variability in the count-depth rate. B-F. Cell-specific and gene-specific properties of the data simulated based on the unEQ TB dataset. Gene-level properties are shown for a random sample of 200 genes.

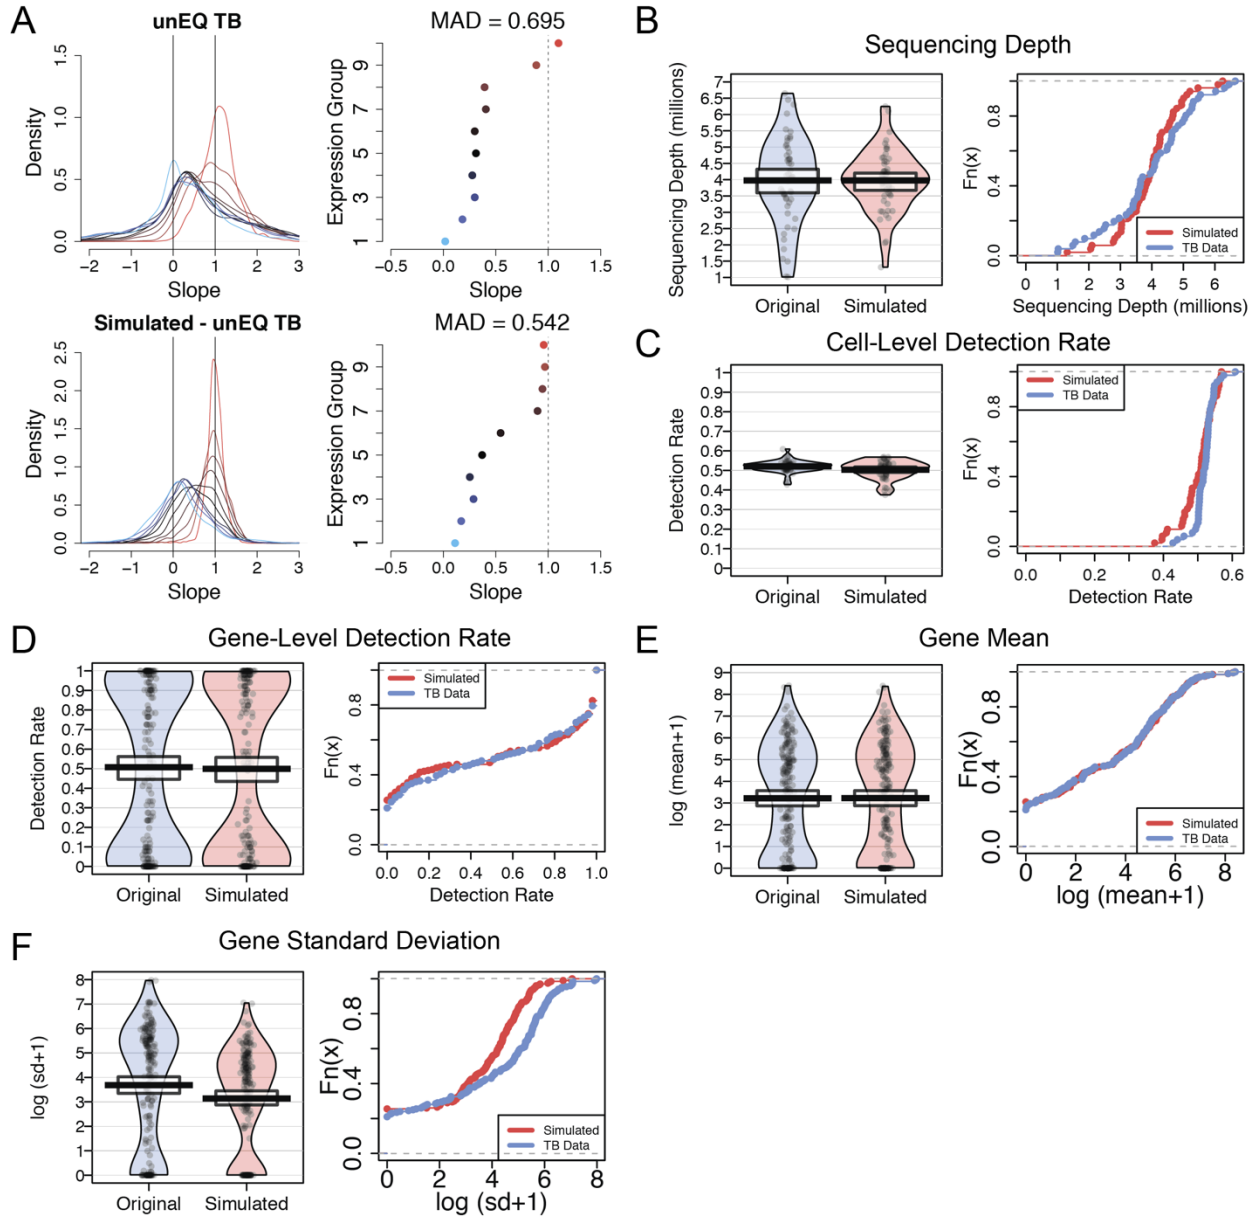

Supplementary Figure 4. A. Density plots of the distribution of estimated count-depth rates for the unEQ EC dataset with genes grouped by expression level (left) and the mode of each group's slope distribution (right). The median absolute deviation (MAD) of the slope modes from one is used to quantify the variability in the count-depth rate. B. Similar to A for one simulated dataset with parameters set to match the unEQ EC dataset. C. Same as B but the simulation was done assuming equalization of cDNA concentrations. D. The MAD is shown for 100 simulations holding all parameters constant, and varying the amount of equalization. E.) The MAD for 100 simulations holding all parameters constant, and varying the sequencing depth as X times the original, where  $X = 0.25, 0.5, 1, 2, 3$ .

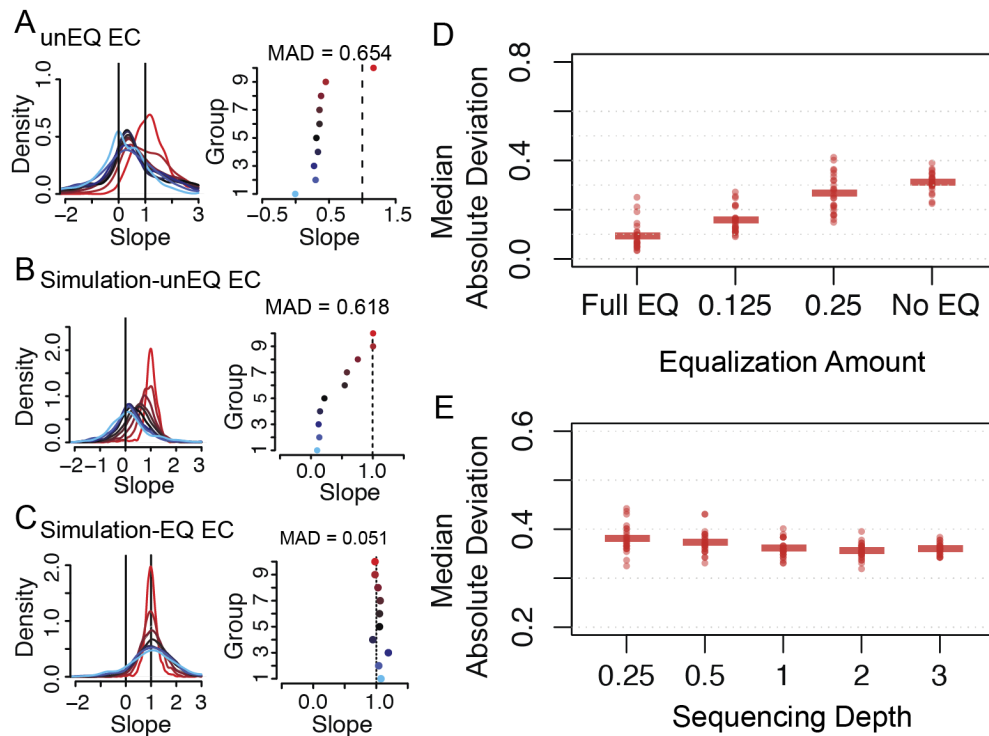

Supplementary Figure 5. Detection rate differences for a random split of cells in each of the EC unEQ (A) and TB unEQ (B) datasets. Genes were divided into four equally sized groups based on their median nonzero expression. For each gene, the difference between the detection rate in the random data splits was calculated. The cumulative distribution curve is shown for the detection rate differences for genes in each expression group. The two horizontal dotted lines indicate the proportion of genes that decrease in detection rate (bottom line) and one minus the proportion of genes that increase in detection rate (top line).

**A**

EC: unEQ split

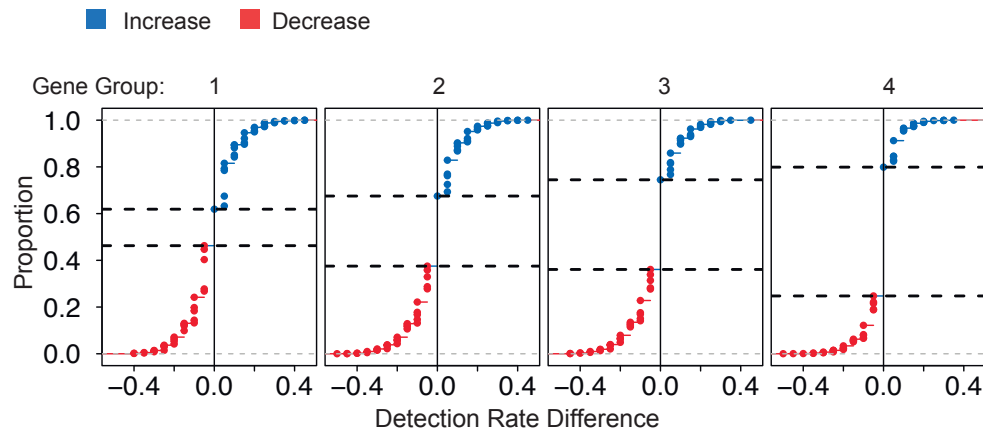

**B**

TB: unEQ split

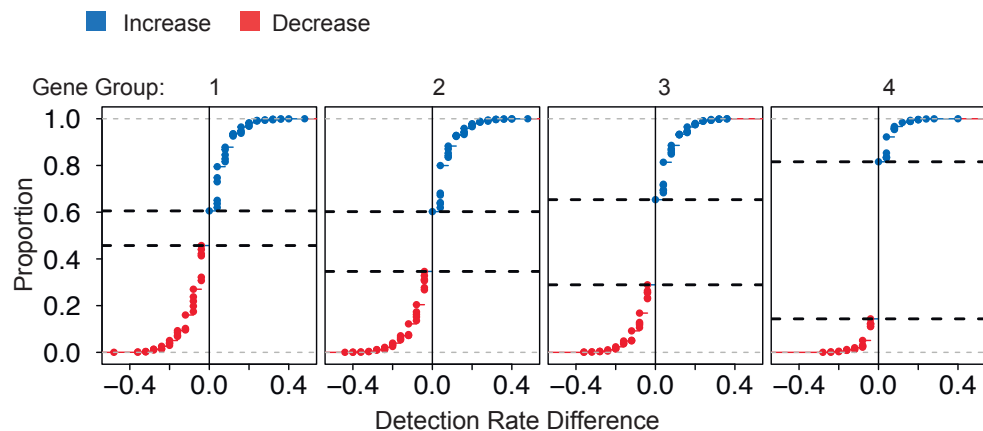

Supplementary Figure 6. Detection rate differences between the EQ and EQ-Vary datasets for the EC (A) and TB (B) conditions. Genes were divided into four equally sized groups based on their median nonzero expression. For each gene, the difference between the detection rate in the EQ versus EQ-Vary experiments was calculated. The cumulative distribution curve is shown for the detection rate differences for genes in each expression group. The two horizontal dotted lines indicate the proportion of genes that decrease in detection rate (bottom line) and one minus the proportion of genes that increase in detection rate (top line).

**A**

EC: EQ vs EQ-Vary

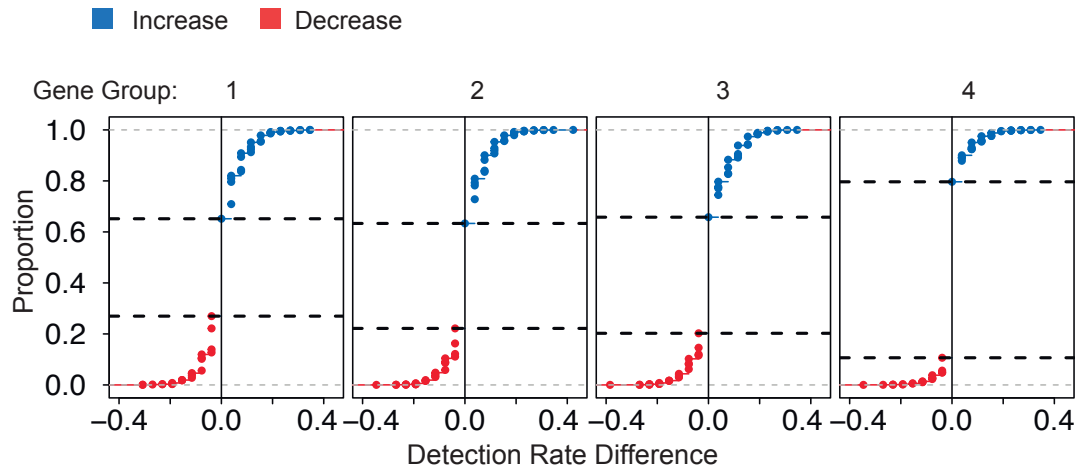

**B**

TB: EQ vs EQ-Vary

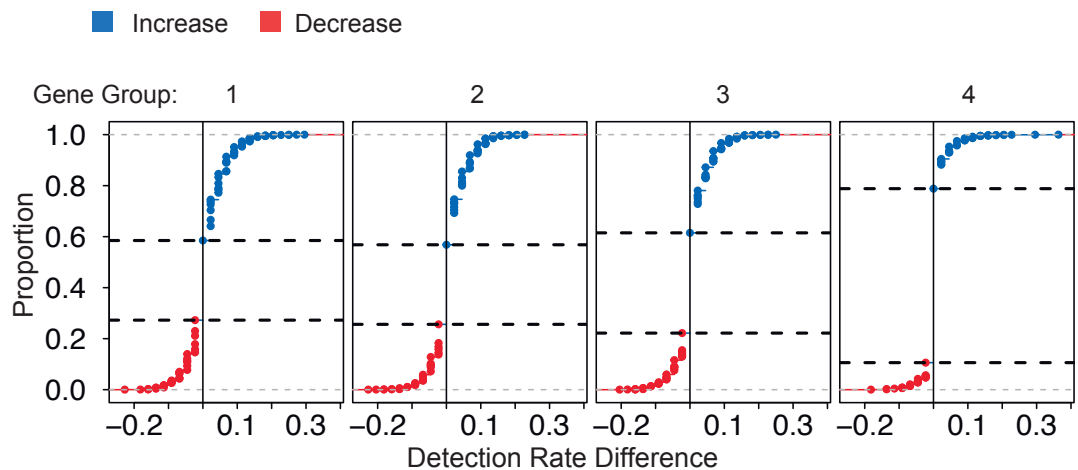

Supplementary Figure 7. The count-depth rate is estimated as a median quantile regression of log expression versus log sequencing depth. A low, moderate, and highly expressed gene are shown having a count-depth rate of 0.05, 0.53, and 0.96, respectively.

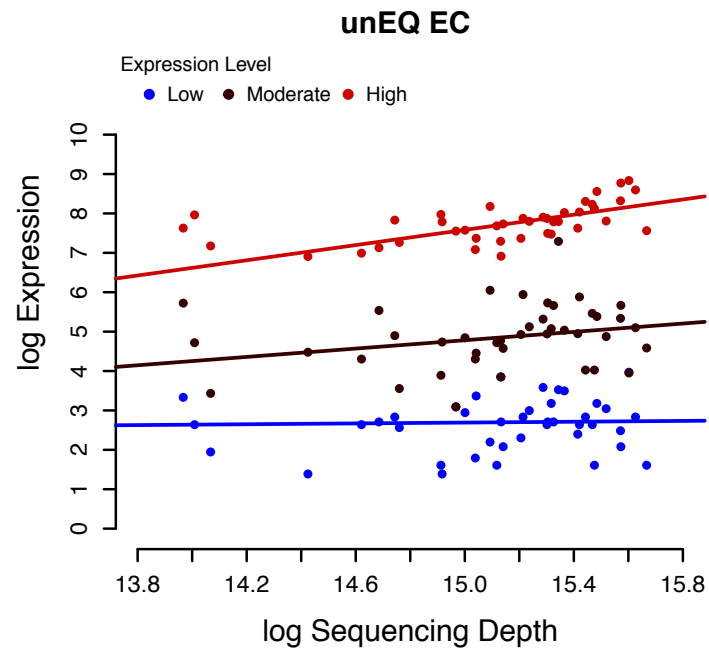

Supplementary Figure 8. Count-depth relationships for all EC and TB experiments. A. Density plots of the distribution of estimated count-depth rates for the EC datasets with genes grouped by expression level (left) and the mode of each group's slope distribution (right). B. Similar to A for the TB datasets.

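The mode is the slope at the peak of the density of a group, and need not be the slope of most of its genes. Group 1, whose genes had nonzero medians from 2 to 4, had its mode at 0.00587 in every experiment and cell type. This value depended on the treatment of small whole counts. With uniform noise added to the counts the lowest mode was between 0.311 and 0.393, and without rounding it was 0.534 for EC in EQ-Vary and between 0.0176 and 0.0646 in the others. In groups 2 to 9 the modes for EC lay between 0.616 and 0.757 in EQ, between 0.687 and 0.886 in EQ-Vary and between 0.358 and 0.898 in EQ-75%. For TB the corresponding modes were 0.358 to 0.898 in EQ, 0.616 to 0.933 in EQ-Vary and 0.323 to 1.10 in EQ-75%. In group 10 they were 1.20, 1.03 and 1.17 for EC and 1.03, 0.992 and 1.24 for TB.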

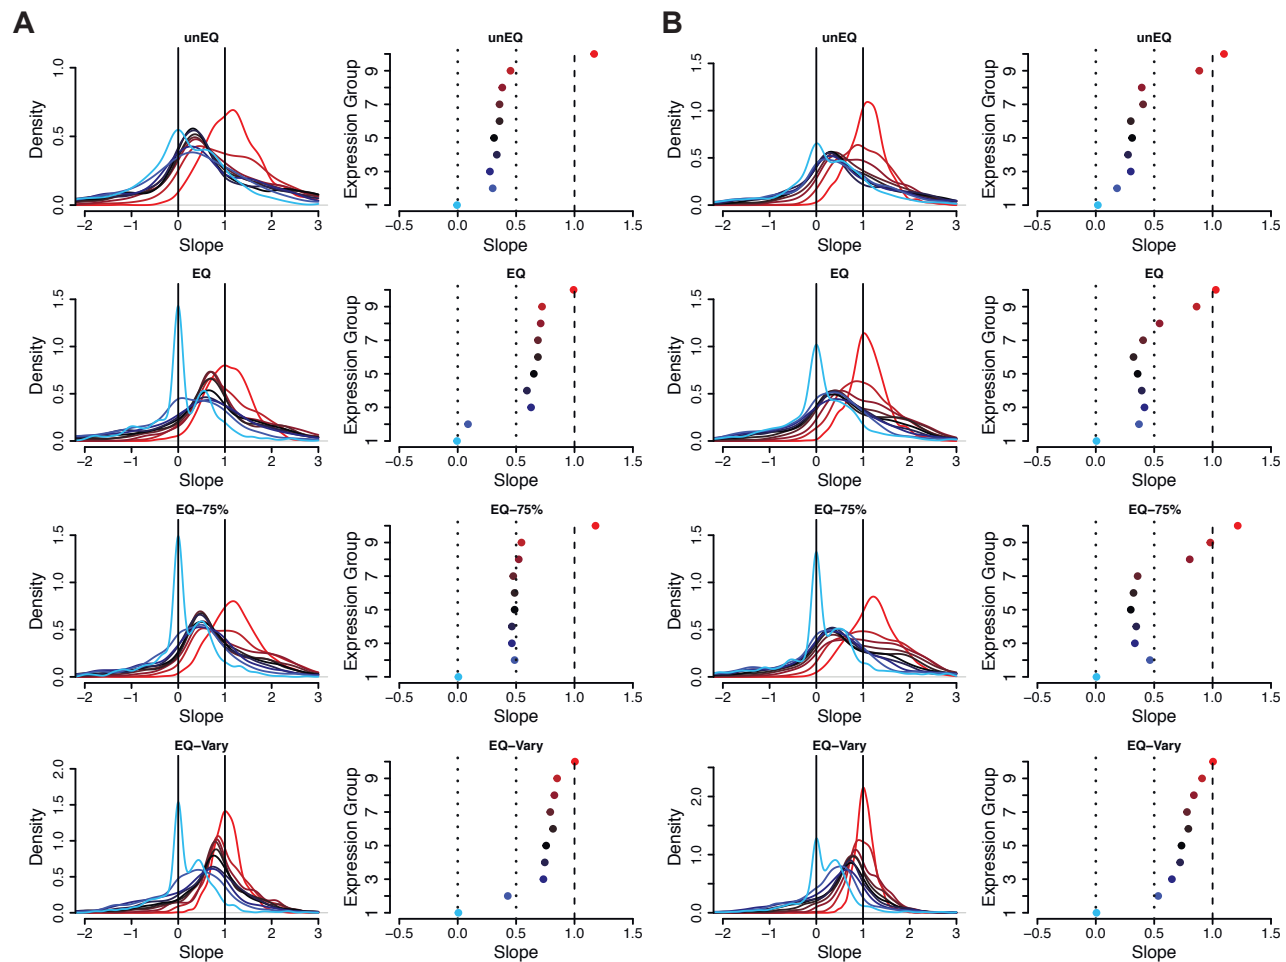

Supplementary Figure 9. Cell-specific and gene-specific properties are shown for datasets described in Figure 4 and the top portion of Table 1. The equalized datasets are Deng, Guo, and Picelli; the unequalized datasets are Shalek, Islam, and Chu.

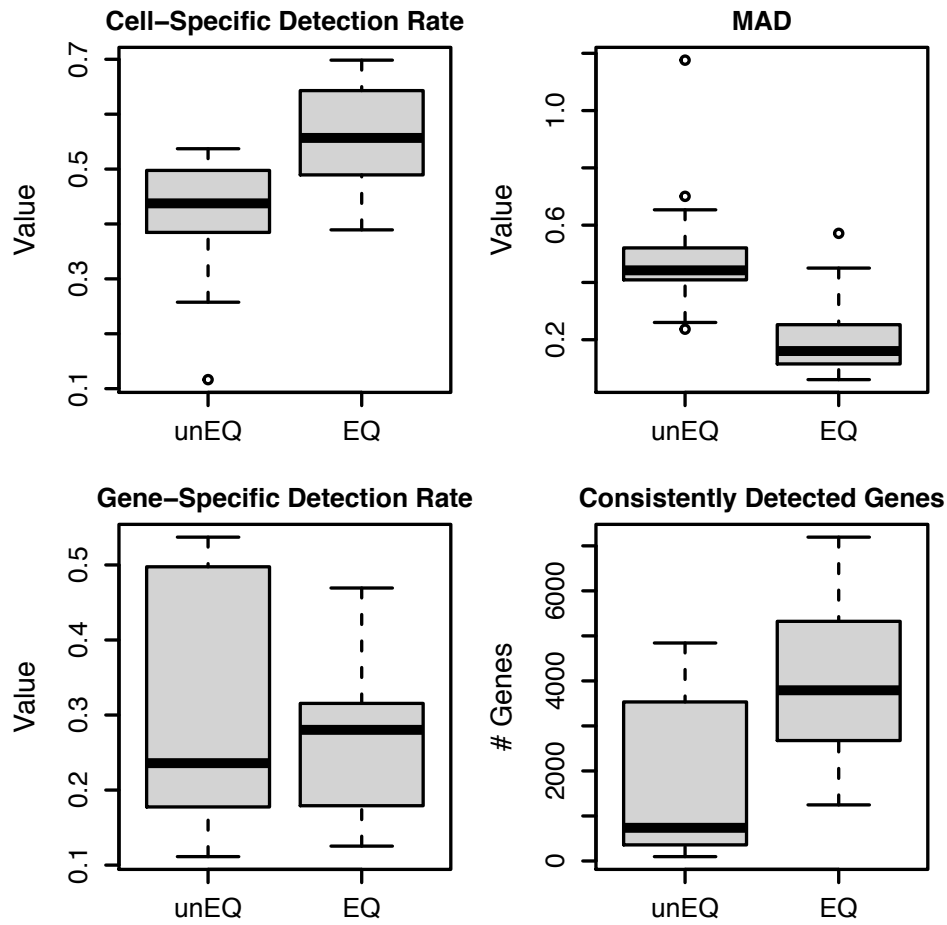

Supplementary Figure 10. Scaffold simulations of multiple cell type populations. A. Two populations with 50 cells each where 60% of genes were set to have distinct expression with fold-changes sampled from  $\text{Normal}(2, 0.4)$ . B. Simulation of rare cell Population 2 with  $n=3$  and a larger Population 1 with  $n=97$ ; 80% of genes were set to have distinct expression with fold-changes sampled from  $\text{Normal}(2, 0.4)$ . C. Simulation of three cell populations all with  $n=50$ . For Population 2, 60% of genes were set to have distinct expression with fold-changes sampled from  $\text{Normal}(2, 0.4)$ . For Population 3, 40% of genes were set to have distinct expression with fold-changes sampled from  $\text{Normal}(1.5, 0.4)$ .

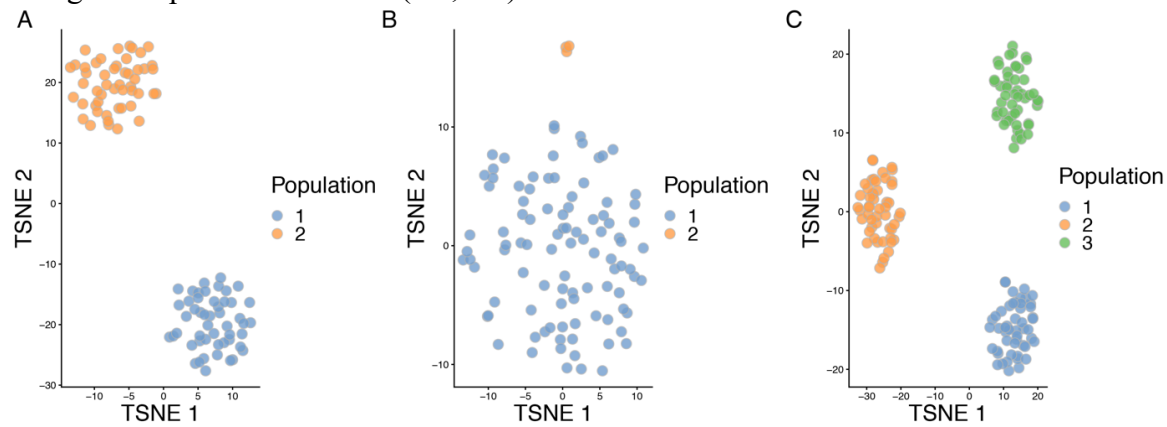

Supplementary Figure 11. Pairs of unequalized (unEQ) and equalized (EQ) experiments were simulated using Scaffold to have two cell populations (see Methods). The datasets were then embedded into two-dimensional spaces for visualization using either TSNE or EDGE and the silhouette distance was calculated. The silhouette distances were permuted for each simulated dataset to obtain a sampling distribution under the null hypothesis of no difference due to equalization. P-values (p) were calculated over 10,000 permutations. A. The permutation distribution of the proportion of equalized simulations having a larger silhouette distance on TSNE embeddings. B. The permutation distribution of the median silhouette differences between unEQ and EQ simulated data computed on TSNE embeddings. C & D. Similar to A & B using EDGE to embed the data into a two dimensional subspace.

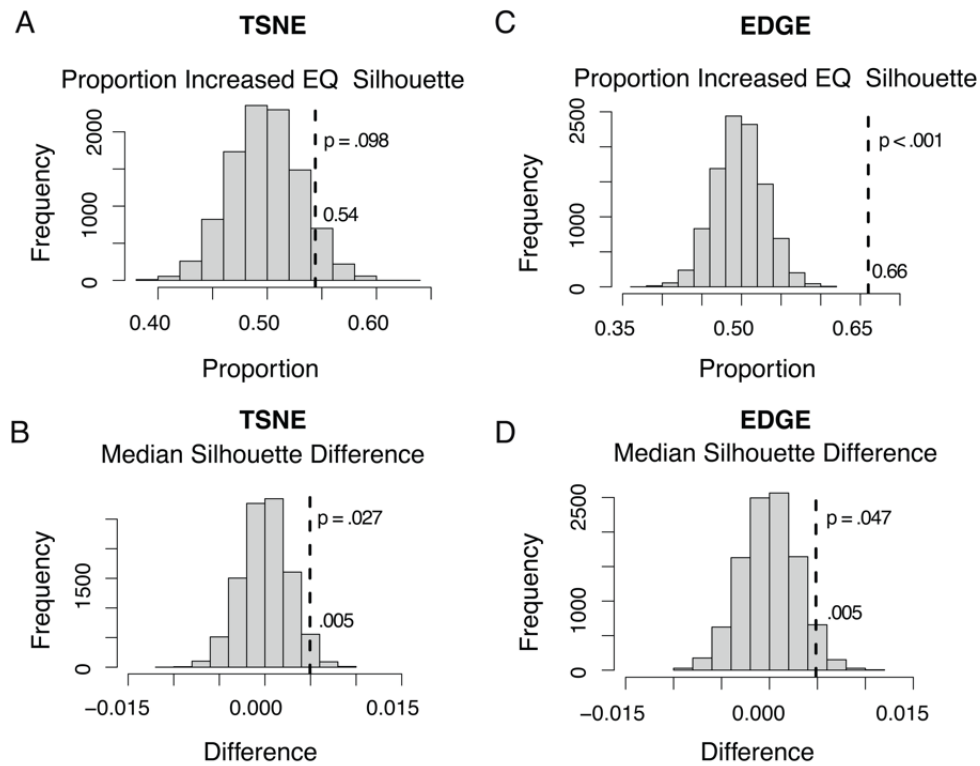

Supplementary Figure 12. Scaffold simulation of continuous population. A. Using the unEQ EC data as a reference, 100 cells were simulated without any dynamic genes. B. Scaffold simulated 20% of genes to have dynamic expression; no equalization was performed. C. Same simulation parameters as in B, but equalization was done.

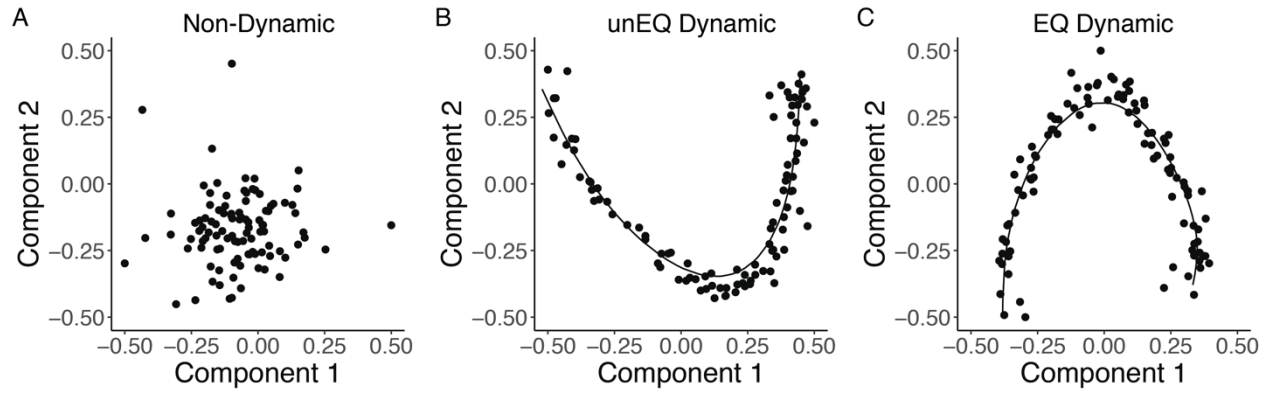

Supplementary Figure 13. A. Density plots of the distribution of estimated count-depth rates for the Grün-UMI dataset with genes grouped by expression level (left) and the mode of each group's slope distribution (right). The median absolute deviation (MAD) of the slope modes from one is used to quantify the variability in the count-depth rate. B-F. Cell-specific and gene-specific properties of the data simulated based on the Grün-UMI dataset. Gene-level properties are shown for a random sample of 200 genes.

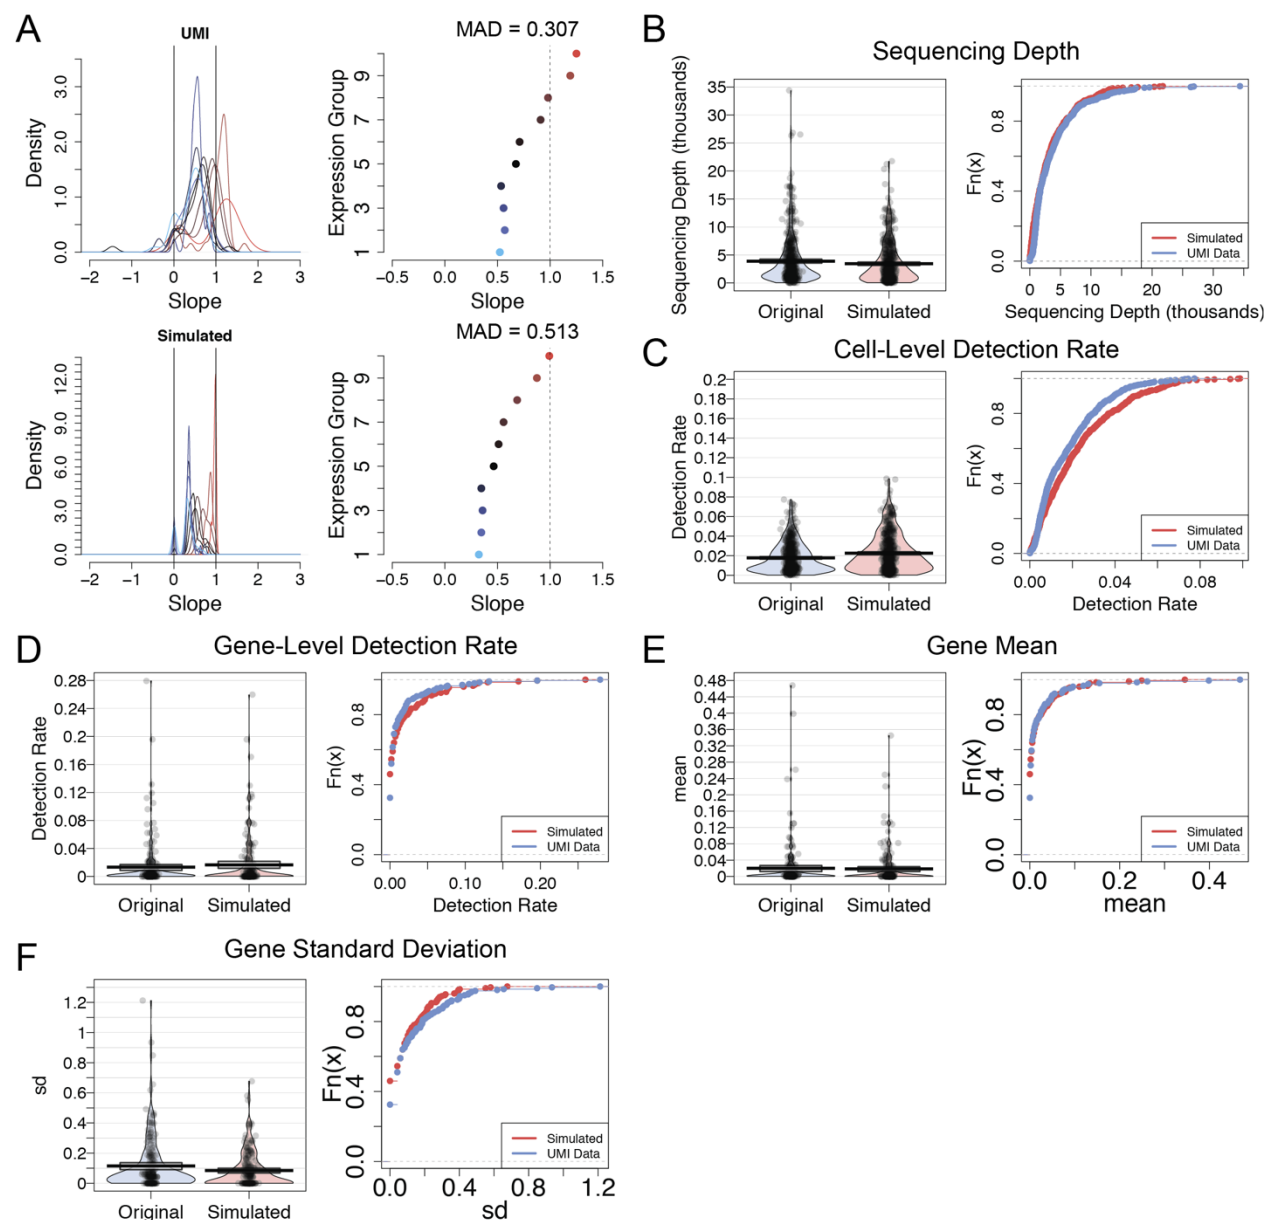

Supplementary Figure 14. A-E. Cell-specific and gene-specific properties of the data simulated based on the 10X dataset. Gene-level properties are shown for a random sample of 200 genes.

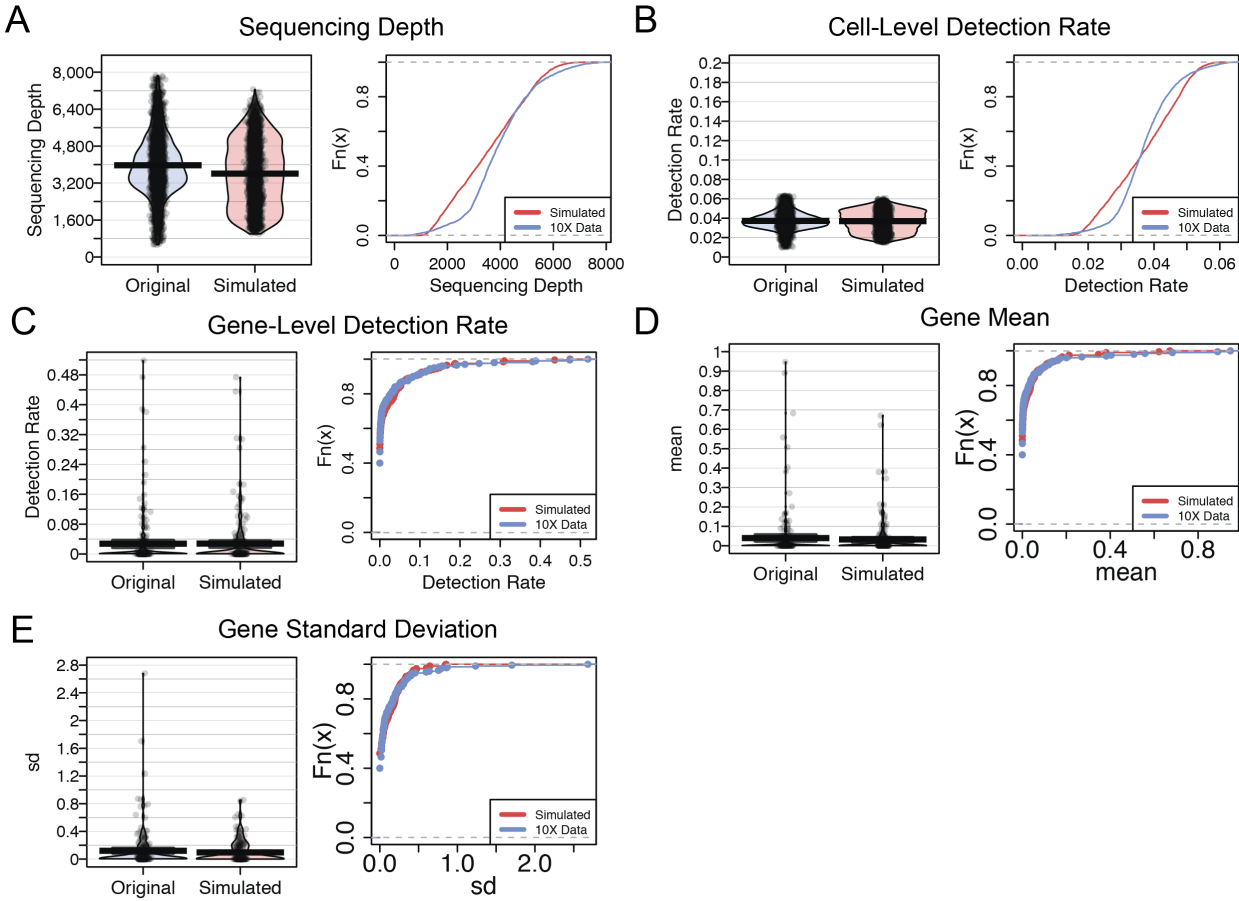

Supplementary Figure 15. A-E. Cell-specific and gene-specific properties of data simulated based on the Smart-seq3 HCA dataset. Gene-level properties are shown for a random sample of 200 genes.

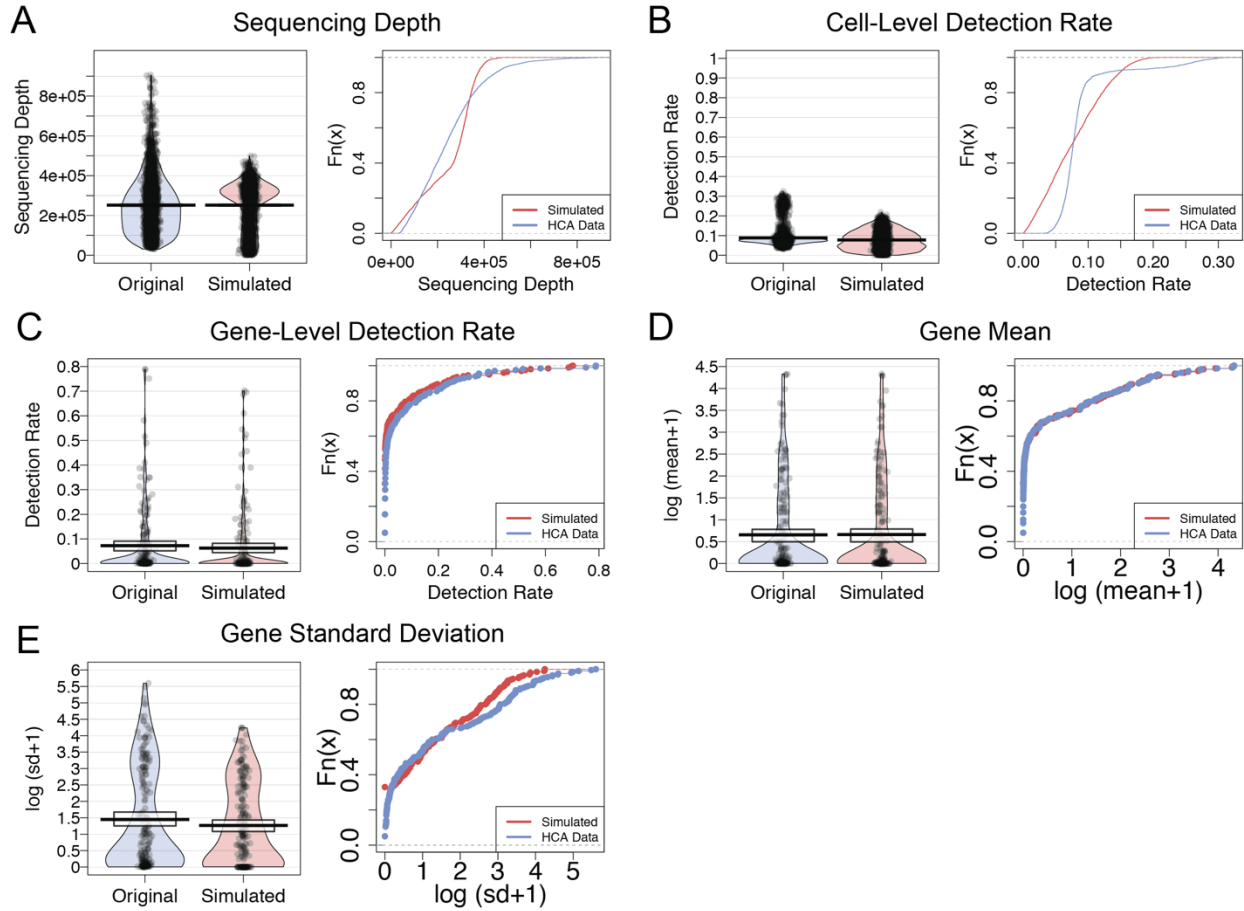

Supplementary Figure 16. Similar in structure to Supplementary Figure 14, but using the UMI counts from the Smart-seq3 HCA data and the UMI counts obtained in the simulated dataset.

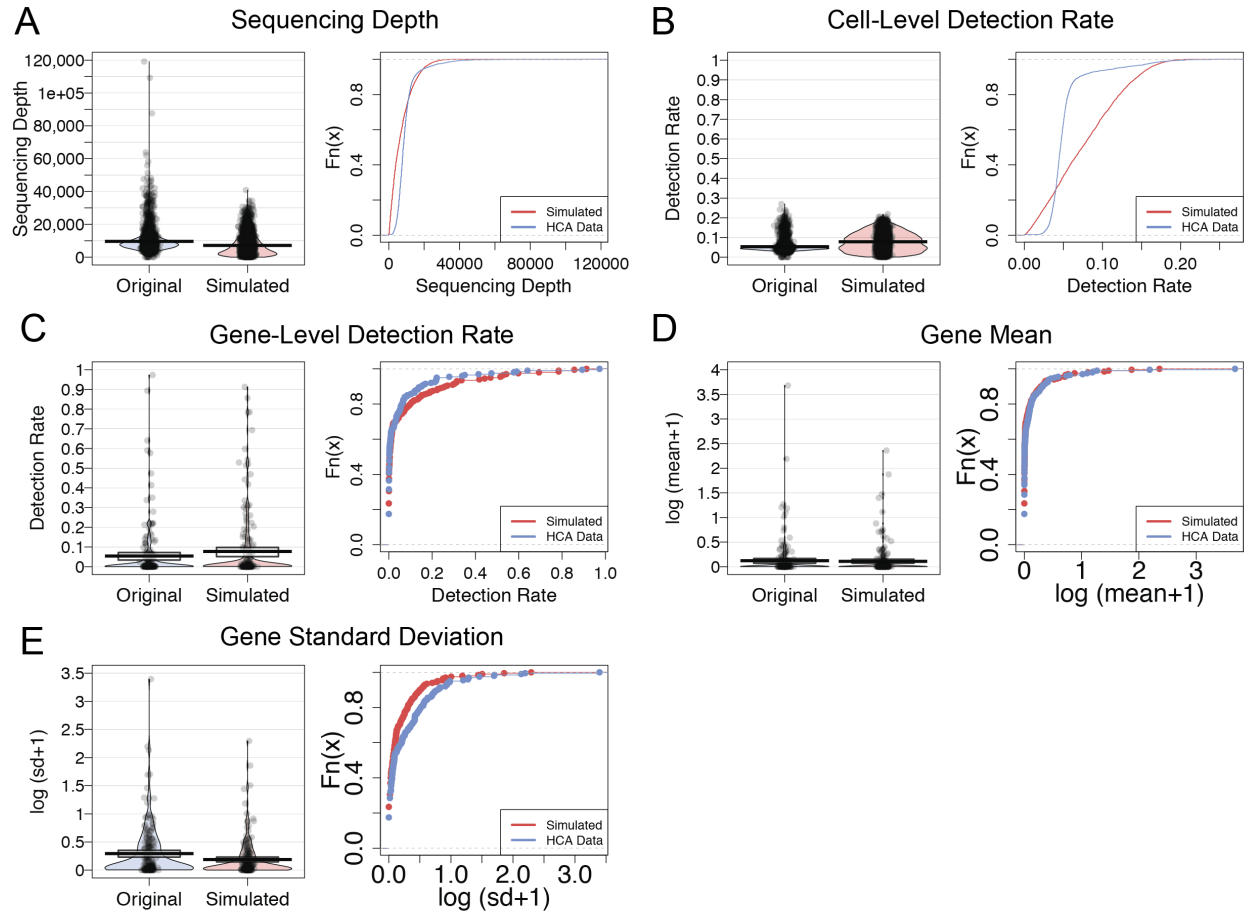

Supplementary Figure 17. A. Density plots of the distribution of estimated count-depth rates for the Smart-seq3 Fibroblast dataset with genes grouped by expression level (left) and the mode of each group's slope distribution (right). The median absolute deviation (MAD) of the slope modes from one is used to quantify the variability in the count-depth rate. B-F. Cell-specific and gene-specific properties of the data simulated based on the Smart-seq3 Fibroblast dataset. Gene-level properties are shown for a random sample of 200 genes.

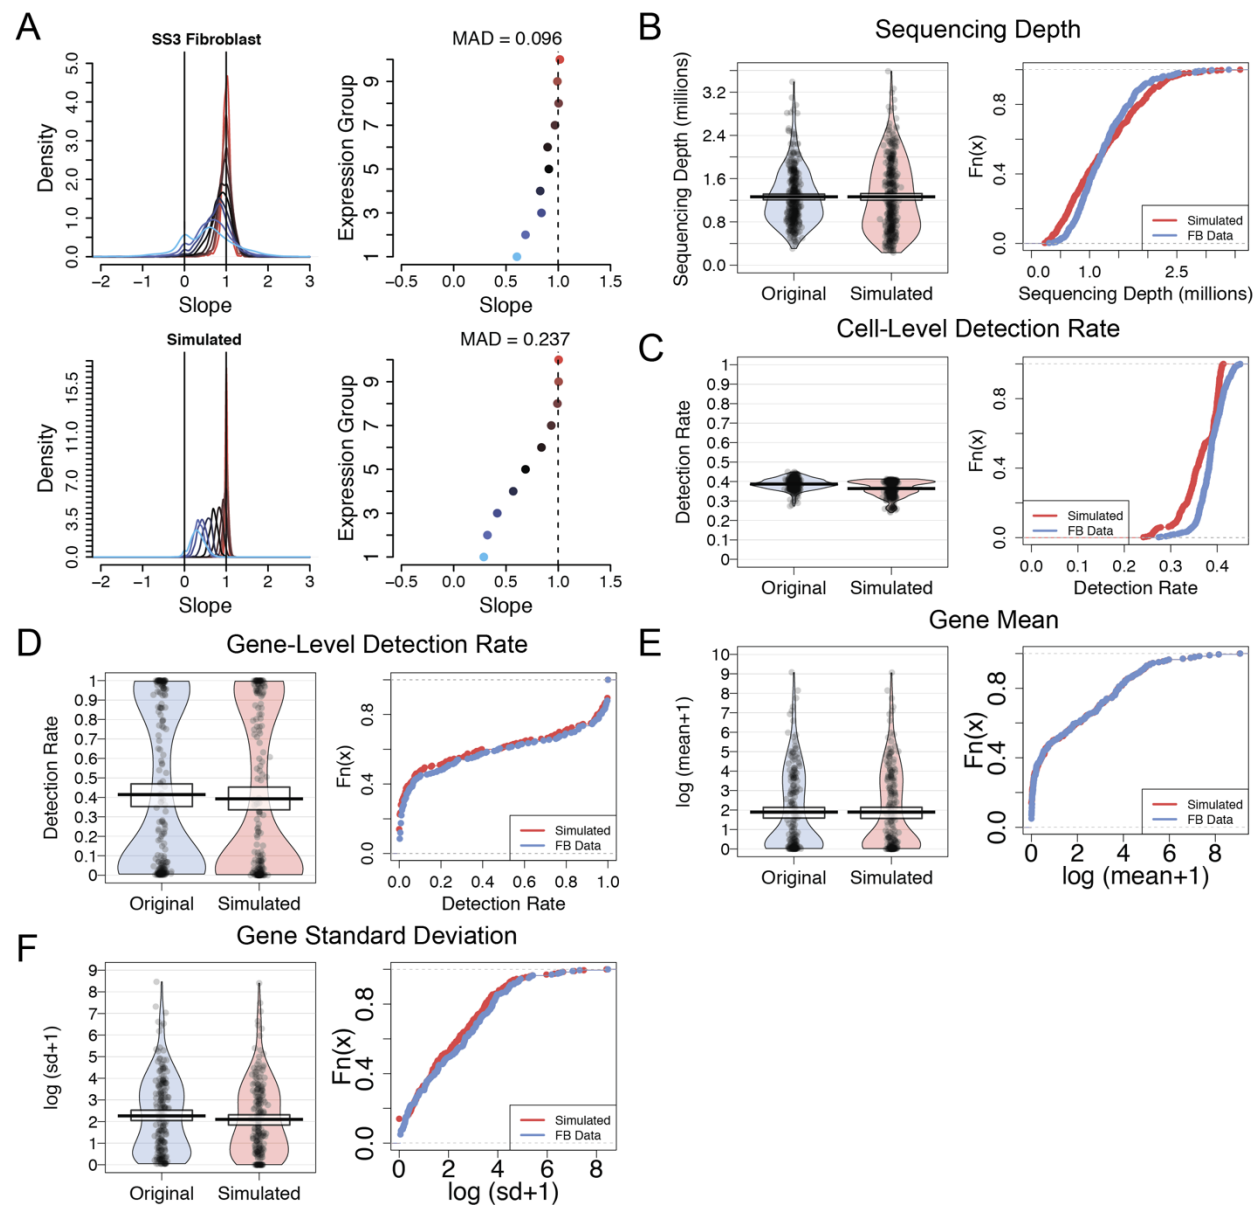

Supplementary Figure 18. Similar in structure to Supplementary Figure 16 using the UMI counts from the Smart-seq3 Fibroblast data and the UMI counts obtained in the simulated dataset.

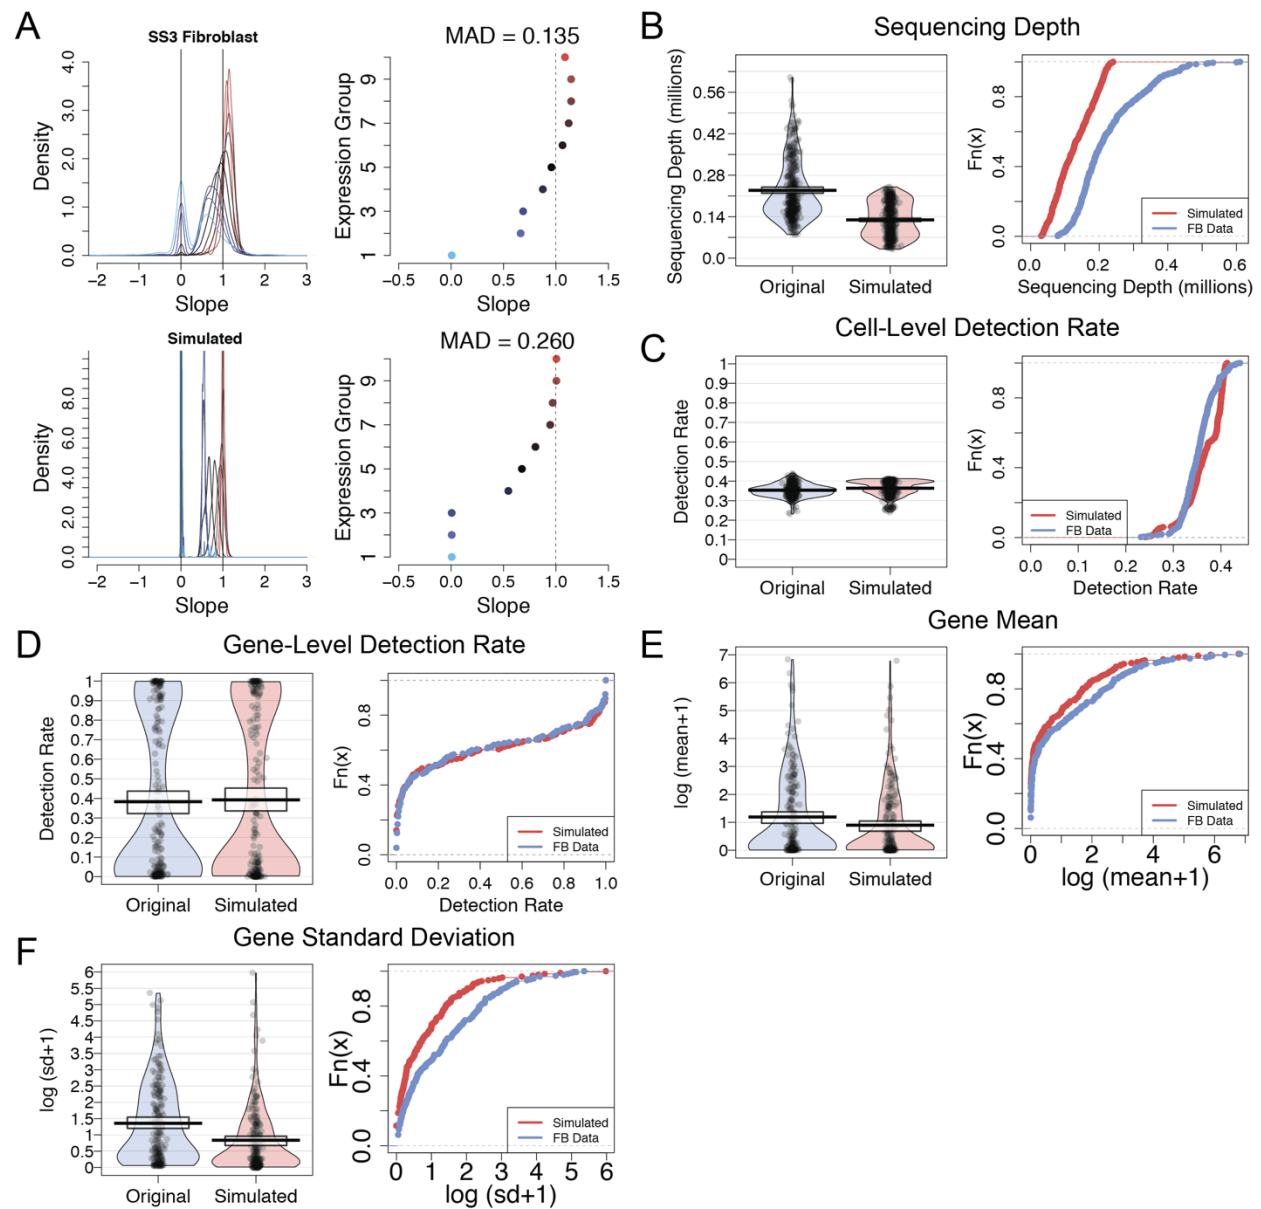

**Supplement:** gkab1071_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

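The values analysed were expected counts of 17492 protein-coding genes in 288 single-cell libraries, 45 EC and 51 TB cells in each of EQ, EQ-Vary and EQ-75%. Per the methods, the authors trimmed the reads to 51 bp, mapped them to the GRCh38 Ensembl protein-coding genes with Bowtie 1.2.3 and up to 2 mismatches, estimated the expected counts with RSEM 1.2.31 and deposited them without normalization. Of the sample columns, 0 were left unused. The unEQ libraries were not analysed here, so no comparison with unEQ was repeated.

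Cell types, experiments and cell numbers were taken from the sample labels. The paper states that the experiments share the cDNA of the same cells, and this pairing was checked on the deviations of each passing cell from the mean of its type. The lowest correlation of the deviations of a same-numbered pair was 0.882 in EC and 0.873 in TB between EQ and EQ-75%, and 0.847 and 0.895 between EQ and EQ-Vary, so every pair was above 0.1. Apart from the MAD, whose SDs over random draws are of each experiment alone, differences between experiments were therefore taken within cells. Each cell type in each experiment was treated as 1 sample, so these differences carry SDs between cells and no p-value. Binomial intervals cover counting error only.

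From the deposited expected counts, the total count of a cell was their sum, and counts were rounded before detection was scored. The median total count of the passing cells was 2025145 in EC and 1968545 in TB for EQ, 1781469 and 1881209 for EQ-Vary, and 1499284 and 1765246 for EQ-75%, and a gene with 1 count carries a counting error as large as the count. The limits on log10 total count (5.4) and on the share of the 50 most abundant genes (31%) were those of the methods. The totals here are lower than those in Supplementary Figure S2, read by eye, by a factor near 2 for EC 44 and EC 42 in EQ. Other cells were not compared, but the same factor in them would make the limit of 5.4 stricter here. For gene-level detection rates, cells were left out until the mean depth difference changed sign, since the methods do not state how the subset was drawn. Slopes were fitted with quantreg 6.1 in R 4.3.3, in 10 groups of genes by nonzero median, with the mode taken from a density with an adjustment of 1 between -3 and 3. For highly variable genes the SCnorm step was replaced by pooled size factors from scran 1.30.0 (scuttle 1.12.0, pseudocount 1, minimum mean log value 0.1), and the F-test took its second degrees of freedom from limma 3.58.1. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

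Detection after thinning, the slopes and the variance test were tested on simulated data with 200 changed genes, and the other steps were not simulated. In the simulation of EQ, the variance test called 272 of 14110 genes, with 100% of the changed genes among them and 26.5% of the calls not changed genes. The simulated cells were of a single population, the changed genes were abundant, and all other genes had the same spread. The recovery therefore does not show the power of the F-test on the real EC and TB cells of EQ, where it called 0 genes. Slopes simulated at 0.3 were estimated at a median of 0.295 in EC (8258 genes) and 0.299 in TB (8581 genes). These were only the more abundant of the 10188 and 11139 genes fitted in EQ, so the slopes of genes with few counts were not checked in this way. Thinned libraries had the expected number of detected genes to within 0.00556% in EC (14035 genes) and 0.0171% in TB (14179 genes).

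The tests of the paper's conclusions, their main settings, 202 alternative values and the rule for named genes were set before the data were examined. The later tests of explanations are named as such where they are given. The rule named the 3 most abundant genes of a fixed list of 15 endothelial markers and of a fixed list of 13 trophoblast markers, the gastrulation genes that Supplementary Table S2 marks in its EQ-only list, and the 3 genes of each better-detection list for equalized cells that were most abundant in the other cell type. Values in the paper's tables had been seen when the rule was written. A limit of 5.1 on the log10 total count was added after the data were seen, as were the limits of 100000 counts for near-empty libraries and of 50 CPM and 0.5% for genes specific to a cell type. Gene coordinates were those of GENCODE v44, and those of the MTRNR2L genes were from RefSeq on GRCh38.p14.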

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

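The tests of a single preparation or run, of the order of the MTRNR2L genes by level, of misassigned reads in near-empty libraries and of carry-over in the cDNA, by slope and by cell, were chosen after the results were seen, and the test of matching windows before.

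The paper does not discuss the MTRNR2L genes, nuclear copies of the mitochondrial 16S rRNA gene. They held between 20.6% and 44.5% of the counts in EC 40, EC 42, EC 44 and EC 45, the cells above the limit on the 50 most abundant genes, against a median of 1.56% in the EC cells that passed in EQ (range 0.496 to 8.70). An event of 1 library preparation or sequencing run is argued against, since 4 of 4 cells were above the limit in all 3 experiments. Reads of mitochondrial 16S rRNA counted on these copies are a candidate explanation, because the files list no mitochondrial gene. Of the 51-base windows of the 8 genes, 14.6% matched the mitochondrial genome with up to 2 mismatches, against 0 of 82264 windows of 20 other abundant genes. The prediction set beforehand was that most windows would match, so this test leaves the explanation open. The later test fits it, as the level of the 8 genes in EC followed their share of matching windows (Spearman correlation 0.994). MTRNR2L12 (chromosome 3 of GRCh38 from 96617186 to 96618223) was highest in both, with 58.6% of windows and 12022 CPM, followed by MTRNR2L8 (chromosome 11 from 10507887 to 10509176) with 39.0% and 5665 CPM. MTRNR2L5 and MTRNR2L7 had 0 matching windows and 0.145 and 0.467 CPM. These genes were named after their values were seen. Their counts are uncertain, since reads may be shared among the copies. Whether the 4 cells were damaged, or differed in biology, was not tested.

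Libraries with fewer than 100000 counts are removed by the paper's limits and not described further. There were 15, with 5634 to 88199 counts after rounding. The 6 such cells of EQ were among the 7 of EQ-Vary, and if these experiments share libraries the 15 are not independent. By the share of genes specific to the other cell type, a median of 25.1% of such a library was of the other type (range 3.72 to 50.9), and 14 of the 15 were above 5%. The slopes of these counts on depth, both as logs, were between 0.265 and 0.675 among passing libraries. They leave carry-over between cells in the stored cDNA open, since low slopes are not particular to these genes. Carry-over is argued against by the same cells in other experiments. Their 12 libraries with at least 100000 counts held such genes at a median of 0.692% of the share in the other type (range 0.0929 to 2.90), each below the near-empty libraries of that cell, and carry-over in the stored cDNA would be seen in every library. Carry-over during a single library preparation was not tested. Reads assigned to the wrong library within the shared lane remain a candidate explanation for the near-empty libraries, which held a median of 61.0% of the other-type counts of passing ones. A constant number of misassigned counts per library would give slopes near 0. A constant number therefore does not account for the rise with depth among passing libraries. Whether the number of misassigned counts grows with a library's depth was not measured, so their part in that rise is left open. No biological explanation was tested.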

How the results depend on the processing

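The limit of 5.1 on log10 depth was the only setting among these tests chosen after the results were seen, and all 25 of its values stayed within the spread. Of the 202 values planned, 148 stayed within the margin and 54 moved beyond it. With both kinds of setting taken together, 15 of 18 values for highly variable genes and 12 of 18 for the lists of them stayed only as 0 against 0. No value changed sign, but most are levels that cannot fall below 0, so this was largely fixed in advance. The genes lost from EQ to EQ-75% stayed between 256.5 and 482.4 over all cells, and those from EQ to EQ-Vary between 84.2 and 310.0. With cells not paired (no replicate block) the losses were 467.5 and 170.2. Except where stated, the cause was not tested.

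The excess of genes with a higher over a lower detection rate in EQ than in EQ-Vary moved most. With genes detected in at least 10 cells it was 31.1, 29.0 and 9.91 percentage points in groups 1, 2 and 4 of EC and 26.0 and 25.9 in groups 1 and 2 of TB. With groups from EQ alone, which leaves out genes seen only in EQ-Vary and so favours EQ, it was 44.4, 12.7 and 7.19 in groups 1, 3 and 4 of EC and 37.4, 12.3 and 5.103 in those of TB. With all cells passing it was 29.9 in group 2 of EC. With both libraries of a cell thinned to the lower depth it was 11.9, 14.0, 10.6 and 5.09 in EC and 8.76, 8.22, 6.43 and 1.48 in TB, so part of the excess came with depth. A count of at least 5 lowered the genes detected in every EQ cell to 1843 in EC and 1612 in TB, as a stricter limit must.

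Random draws of part of the cells, which hold fewer cells by construction, moved the MAD in EC between 0.0470 and 0.536 in EQ, 0.0783 and 0.313 in EQ-Vary, and 0.131 and 0.601 in EQ-75%. In TB the limits were 0.0841 and 0.888, 0.0254 and 0.507, and 0.307 and 0.759. The median slope of each group gave 0.323 in EC and 0.328 in TB of EQ-75%. The order of EQ-75% and EQ in TB depended on the settings. The MAD was higher in EQ-75% in the main setting (0.607 against 0.530), but lower with the median slopes (0.328 against 0.336) and with the cells passing in all 3 experiments (0.554 against 0.630).

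The chi-square test called 1140, 1124 and 1236 highly variable genes in EQ, EQ-Vary and EQ-75%, where the F-test called 0 and had 121, 133 and 120 genes at an unadjusted p under 0.05. Of the EQ-only list it called 44.1%, 31.5% and 26.0%, and of the unEQ-only list 39.9%, 45.9% and 55.7%. The nearest cell had the same number for 100% of cells in all 4 comparisons with EQ once only passing cells were used, and with untransformed CPM for 100% of EC cells between EQ and EQ-Vary. By median CPM, 80.0% of the TB better-detection list was higher in EC. Without scaling by depth, the endothelial markers in TB were at a median of 0.161% of EC in EQ.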

Differences from the paper's values

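No tests for this part were chosen after the results were seen, apart from the limit of 5.1 named below. The EQ cell with the highest share of counts in its 50 most abundant genes has a total count of about 400000 in Supplementary Figure S2, read by eye, which is the paper's value. Here that cell was EC 44, with a total of 199769 and a share of 57.6%. The cell with the next highest share has about 680000 in that figure, also the paper's value by eye, against 336862 here (EC 42). Multiplied by 2 the totals here would be 399538 and 673724. No alternative set before the data were examined changes these totals. The depths printed for other cells were not compared cell by cell, but the same factor would make the limit of 5.4 stricter here than in the paper. With the limit at 5.1, chosen after seeing the values, 10 cells in EQ, 10 in EQ-Vary and 6 in EQ-75% were removed.

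The paper reports highly variable genes in EQ by an F-test, whereas 0 genes passed the F-test here, with 121 at an unadjusted p under 0.05. SCnorm was not used here, and the options given to the function that made the test were not found in the methods, so the counts are not known to come from the same test. The chi-square setting, set before the data were examined, called 1140 genes and 56 of the 127 listed for EQ only. Library-size factors, variances within cell type, the stricter FDR and the cells passing in all 3 experiments each called 0.

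The paper describes EQ-75% as similar to EQ in the count-depth rate. In TB the MADs were 0.607 and 0.530, within the SD over random draws of cells of EQ (0.227). In EC they were 0.448 and 0.266, further apart than the SD of EQ (0.108). The paper's plotted MADs for EC, about 0.52 and about 0.33 in Figure 4 read by eye, do not differ from these by the rule used here and lie about as far apart. With the median slope of each group they were 0.323 and 0.201, further apart than the SD of EQ and closer than that of EQ-75% (0.123). Both SDs are of the MAD from the modes, so they do not give the error of the median slopes.

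For gene-level detection rates in EQ and EQ-Vary, the steps of the curves in Supplementary Figure S6, read by eye, give about 26 EC and about 44 TB cells, against 36 and 43 here. In EC that figure shows a higher rate in EQ for about 35% and about 37% of the genes of groups 1 and 2, the paper's values, against 51.8% and 52.4% here, less than 1.5 times as many. With both libraries of a cell thinned to the lower depth the shares were 46.2% and 45.7%. The shares of genes with a lower rate in these groups were about 27% and about 22% there, and 30.7% and 26.2% here.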

Other observations

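The tests of separate preparation, of list detections and of the list without markers were chosen after the results were seen, and the tests of depth, of proportional counts, of the depth range and of list counts before.

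Depth alone is argued against as the whole cause of the genes lost in EQ-75%. In the 69 cells that were deeper in EQ, thinning the EQ library to the depth of EQ-75% removed 303.5 of the 552.3 genes lost (54.9%), and the thinned EQ library still had 248.8 more genes than EQ-75% (SD 144.7), with more genes in 67 of the 69 cells. In the 49 cells that were deeper in EQ than in EQ-Vary the excess was 71.2 genes (SD 109.6). Whether reads assigned to the wrong library added to either excess was not tested. The paper states that EQ-75% repeated the whole EQ experiment, so a separate preparation is known, and it is a candidate explanation for the genes lost that fits this contrast. Whether EQ-Vary came from the EQ libraries is not stated, which weakens the contrast. Squared differences between EQ and EQ-Vary were a median of 1.34 times those of counting error for genes with few counts and 1.22 times for abundant ones. Those between EQ and EQ-75% were 2.03 and 6.03 times. For abundant genes, 4 of the 84 cells were above 2 times with EQ-Vary and 83 of 84 with EQ-75%. These values argue against a preparation of EQ-Vary as separate from EQ as that of EQ-75%. Of the libraries with fewer than 100000 counts, EC 1, EC 14, EC 41, TB 4, TB 28 and TB 48 were common to EQ and EQ-Vary, EC 40 was among them in EQ-Vary only, and EC 29 and TB 8 in EQ-75% only. No biological explanation was tested, since the cells were the same.

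Counting error and the restriction to nonzero counts do not account for the whole distance of the slope modes from 1 in EQ. Counts drawn with every gene proportional to depth gave a MAD of at most 0.0724. They still gave a lowest mode between 0.699 and 0.746, so single modes near that level are not excluded as counting error. A wider range of depths in EQ-Vary is argued against as the cause of its lower MAD in TB, where the 38 cells within the depth range of EQ had a MAD of 0.172 against 0.530 in EQ. In EC the 32 such cells had 0.155 against 0.266, a gap only just beyond the SD of 0.108. In cells chosen to match the depth spread of EQ the MAD was 0.0841 in EC (33 cells), below all random draws of as many cells (0.166 to 0.243). In TB it was 0.178 (38 cells), within the range of such draws (0.143 to 0.313).

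Of the 200 genes that Supplementary Table S1 lists as better detected in equalized TB cells, 173 (86.5%, exact binomial 95% interval 81.0 to 90.9) had a higher mean CPM in EC than in TB in EQ, at a median of 126.6 against 4.98 CPM. Of the 200 genes of the EC list, 176 (88.0%, 82.7 to 92.2) were higher in TB. Random lists matched on mean level had between 36.7% and 62.8% higher in EC. The most abundant in EC on the TB list were KDR (1600 CPM in EC, 4.27 in TB), TFPI (1528 and 35.4) and LPL (1042 and 2.00). On the EC list the most abundant in TB were LUM (3042 CPM in TB, 10.2 in EC), IGFBP5 (1816 and 17.3) and ANXA3 (1667 and 44.3). Of the lists for unequalized cells, 74 of the 199 TB genes (37.2%) were higher in EC.

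The 15 endothelial markers had a median level in TB of 0.252% of that in EC (range 0 to 49.8), with 9 within 2-fold of the median, and the 13 trophoblast markers a median in EC of 0.804% of that in TB (range 0 to 171.9), with only 2 within 2-fold. GATA2, named after its values were seen, was higher in EC (65.7 CPM) than in TB (38.2). The most abundant were PECAM1 (1317 CPM in EC, 15.0 in TB), CD34 (809 and 1.77) and KDR in EC, and VTCN1 (1142 CPM in TB, 3.64 in EC), TFAP2C (388 and 29.3) and ENPEP (268 and 2.15) in TB. Reads assigned to the wrong library at the endothelial ratio would give 3.61% of the summed counts of the TB list in TB, but a sum rests on the genes most abundant in TB. By mean CPM, from which the ratio was taken, the listed genes were in TB at a median of 4.23% of EC, but many are not specific to EC. By median CPM they were at 0.284% (quartiles 0 and 1.93), close to the endothelial ratio of 0.252%. That ratio rests on means, so these values are not strictly comparable. Whether misassigned reads are the source of these levels therefore cannot be told apart from low expression in the cells themselves. At that ratio the detections of the TB list expected from misassigned reads in TB came to 78.7% of those observed. The expected rate was at least the observed one for 88 of the 200 genes. Expected rates were not capped at the observed ones, so 78.7% is not the share of detections explained. Of the observed detections, 52.7% rested on 1 or 2 counts. This test is partly circular and leaves the explanation open, since 11 of the 15 endothelial markers that set the ratio are on the TB list. Without them the expected detections, again not capped, came to 76.5% of those observed for the other 189 genes. The expected rate was at least the observed one for 79. The EC list holds none of these markers. With the same ratio its expected detections in EC, not capped either, came to 71.2% of those observed. The expected rate reached the observed one for only 24 of the 200 genes.

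The EQ-only list was chosen by the paper from EQ. Its genes lay at a median percentile of 90.8 by variance over trend in EQ, 89.0 in EQ-Vary and 86.5 in EQ-75%, and those of the unEQ-only list at 90.4, 91.2 and 91.3.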
